# Transcriptome-wide profiling of acute stress induced changes in ribosome occupancy level using external standards

**DOI:** 10.1371/journal.pone.0294308

**Published:** 2023-11-21

**Authors:** Annie W. Shieh, Sandeep K. Bansal, Zhen Zuo, Sidney H. Wang

## Abstract

Acute cellular stress is known to induce a global reduction in mRNA translation through suppression of cap dependent translation. Selective translation in response to acute stress has been shown to play important roles in regulating the stress response. However, accurately profiling translational changes transcriptome-wide in response to acute cellular stress has been challenging. Commonly used data normalization methods operate on the assumption that any systematic shifts are experimental artifacts. Consequently, if applied to profiling acute cellular stress-induced mRNA translation changes, these methods are expected to produce biased estimates. To address this issue, we designed, produced, and evaluated a panel of 16 oligomers to serve as external standards for ribosome profiling studies. Using Sodium Arsenite treatment-induced oxidative stress in lymphoblastoid cell lines as a model system, we applied spike-in oligomers as external standards. We found our spike-in oligomers to display a strong linear correlation between the observed and the expected quantification, with small ratio compression at the lower concentration range. Using the expected fold changes constructed from spike-in controls, we found in our dataset that TMM normalization, a popular global scaling normalization approach, produced 87.5% false positives at a significant cutoff that is expected to produce only 10% false positive discoveries. In addition, TMM normalization produced a systematic shift of fold change by 3.25 fold. These results highlight the consequences of applying global scaling approaches to conditions that clearly violate their key assumptions. In contrast, we found RUVg normalization using spike-in oligomers as control genes recapitulated the expected stress induced global reduction of translation and resulted in little, if any, systematic shifts in the expected fold change. Our results clearly demonstrated the utility of our spike-in oligomers, both for constructing expected results as controls and for data normalization.

## Introduction

Advances in high throughput gene expression profiling technologies, such as microarrays and next generation sequencing technologies, have revealed many technical challenges in making seemingly straightforward comparisons. Oftentimes, despite great care in implementing experimental procedures, systematic shifts in quantification range are observed between samples, and sometimes even between samples that are otherwise considered identical. In response to these technical challenges, many procedures have been developed to identify and to remove these unwanted variations [1–9]. Approaches such as standardizing read count by library size and global scaling to homogenize quantitative range across samples are among the most commonly used strategies for increasing statistical power to detect differential expression and to improve accuracy in effect size estimates [2, 5]. These powerful approaches, however, make certain assumptions that need to be met in order to deliver the intended results [10]. For example, a global scaling normalization approach, such as TMM, assumes that any systematic shift in quantitative range is an experimental artifact, and scales the data accordingly to mitigate the systematic bias. Such assumption is often valid, as a clear global shift would indicate an unlikely scenario that most, if not all, genes are changing expression level in the same direction relative to the control samples/conditions. In some scenarios, however, a systematic shift in gene expression is a part of the biological process of interest. For example, a key step of the Unfolded Protein Response (also known as Integrated Stress Response) is the phosphorylation of a translation initiation factor eIF2-alpha, which in turn suppresses cap-dependent translation in order to reduce protein synthesis load in the ER [11–15]. In such a scenario, a global reduction in mRNA translation is expected. Applying global scaling normalization on a dataset profiling stress induced changes in mRNA translation level will therefore erroneously normalize away many of the stress induced changes by severely distorting the effect size of most, if not all, quantitated genes.

In a scenario where a global reduction in gene expression is expected, a normalization approach alternative to global scaling is needed to accurately quantitate gene expression. External standards designed for quality control to facilitate cross platform comparison, such as ERCC RNA spike-in control mixes [16, 17], could be used in such experiments to provide reference points for normalization. In theory, a straightforward regression based standard curve approach could connect estimates of gene expression level to RNA concentration (i.e. absolute quantification), however, this approach has been shown to be ineffective for normalization efforts to increase power in differential expression tests: Using libraries constructed with ERCC spike-in pool, Jiang et al. found results from a standard-curve-based normalization to produce significant deviations in the observed fold change from the expected, despite high overall Pearson correlation for spike-in quantification between libraries [17]. The observed deviations exceeded two fold for spike-in controls in the lower abundance range, likely arising simply from sampling variation [17]. In other words, despite achieving overall accuracy, a standard curve approach is not precise enough for detecting biologically relevant fold changes, especially at the extreme ends of the quantitative range.

To provide a feasible alternative, Risso et al. contemplated between different approaches of using spike-in controls for data normalization and demonstrated potential issues with spike-in based global scaling approaches and a spike-in based local regression approach [1, 2, 18]. Instead, Risso et al. adapted a factor analysis approach for control-gene-based normalization (RUVg) by treating quantifications of spike-in oligomers as control genes. RUVg estimates unwanted effects from control genes, agnostically to the effect of origin, and uses these estimates as covariates in a linear model for differential expression tests and for fold change estimates. Using quantification of ERCC spike-in oligomers as control genes, Risso et al. found RUVg to outperform its contemporaries [1].

While ERCC spike-in oligos are available for RNA-Seq studies, they are not easily adaptable to ribosome profiling experiments, an approach enabling transcriptome-wide profiling of mRNA translation [19]. Consequently, transcriptome-wide profiling of translation level changes in response to external stimuli, especially for those that have the potential to induce global shift in quantification, has been challenging [20]. Earlier stress response ribo-seq studies therefore opted for either not normalizing the data or normalizing the data with available methods that were not necessarily suited for the purpose [21, 22]. On the other hand, Andreev et al. used a single oligomer spike-in as external control for data standardization in their study on the impact of Sodium Arsenite treatment (oxidative stress) on mRNA translation in HEK293T cells [23]. Their analysis, however, was limited by a rather small sample size and by their design of a single spike-in oligomer control, which does not enable more rigorous assessments on normalization impact. Work from Iwasaki et al. and subsequently Liu et al used mitochondrial ribosome footprints as controls for normalization and achieved apparent success [24, 25]. However, as was articulated by the authors, the underlying assumptions supporting the use of mitochondrial footprints as controls for normalization may or may not be met in different experimental conditions. Such an approach is therefore unlikely to be generalizable. Even in studies where the results appear to meet expectations, the caveat of observing false results introduced by potential systematic shifts in mitochondrial ribosome footprints could undermine the conclusion.

To meet this apparent need, a few recent studies have explored the utility of different spike-in formulations as external standards for data normalization [26, 27]. Here we report our efforts on this front. We developed and further characterized a panel of 16 spike-in control oligomers designed for ribosome profiling experiments. To characterize these spike-in oligomers and demonstrate their utility in ribo-seq data normalization, we conducted a study to profile transcriptome-wide changes in ribosome occupancy level induced by Sodium Arsenite treatment. Our spike-in formulation and study design provides the expected fold changes between samples, which enables rigorous evaluation of normalization impact on effect size and false positive rate.

## Results

### A set of short spike-in control oligos designed for human ribo-seq experiments

Our spike-in oligomer design follows Lutzmayor et al. oligomer design for small RNA-Seq [28]. The key features are 1. A core sequence at position 5–24 nt that mimics the base composition of the first 20 nts of human miRNA. 2. Four-nucleotide-random-sequences flanking each end. 3. A free energy profile mimicking endogenous miRNA. 4. End modifications to mimic ribosome footprints (S1A Fig in S1 File). We designed the spike-in oligomers based on endogenous miRNA minimum free energy profile, because we frequently observed “ribosome protected fragments” pileup at miRNA loci. While it remained unclear what proportion of these miRNA fragments were true ribosome footprints and what proportion were resulted from miRNA RISC complex co-purified with monosomes during size exclusion column purification, these miRNA fragments clearly made their way into the ribo-seq data. We therefore reason that artificial oligomers mimicking miRNA folding and base composition will make good candidates as spike-in controls for ribo-seq studies.

Using this design, we generated 993 core sequences each in combination with 65,536 different permutations of flanking sequences. We selected 16 oligo sequences, one from each category of core sequence, based on their free energy profile similarity to the endogenous miRNA (S1B Fig in S1 File); 16 different spike-in oligomers were purchased from the manufacturer in two batches of 8 (S1 Table in S2 File). These synthetic oligomers were then mixed to create spike-in pools, following the modified Latin square design by Pine et al. [29], to create pools of spike-in oligos that cover a relative quantitative range of 1~17,920 (Fig 1A). We applied these spike-in pools for ribo-seq experiments by adding the oligo-mix to the RNA sample prepared from the elute of size exclusion column purification of macromolecular complexes (intended to isolate individual ribosomes loaded with footprinting RNA fragments), which we termed digested macromolecular RNA. Because the majority of the digested macromolecular RNA are not ribosome footprints, through trial and error, we empirically determined the ratio between the spike-in oligo pool and the digested macromolecular RNA that will result in a desirable amount of spike-in oligomers sequenced in the final ribo-seq library. We found that, in our system, a 1:20,000 weight ratio between the spike-in pool and the digested macromolecular RNA results in an average of 2.30% final spike-in count/ total footprint count in the sequencing data.

**Fig 1:**
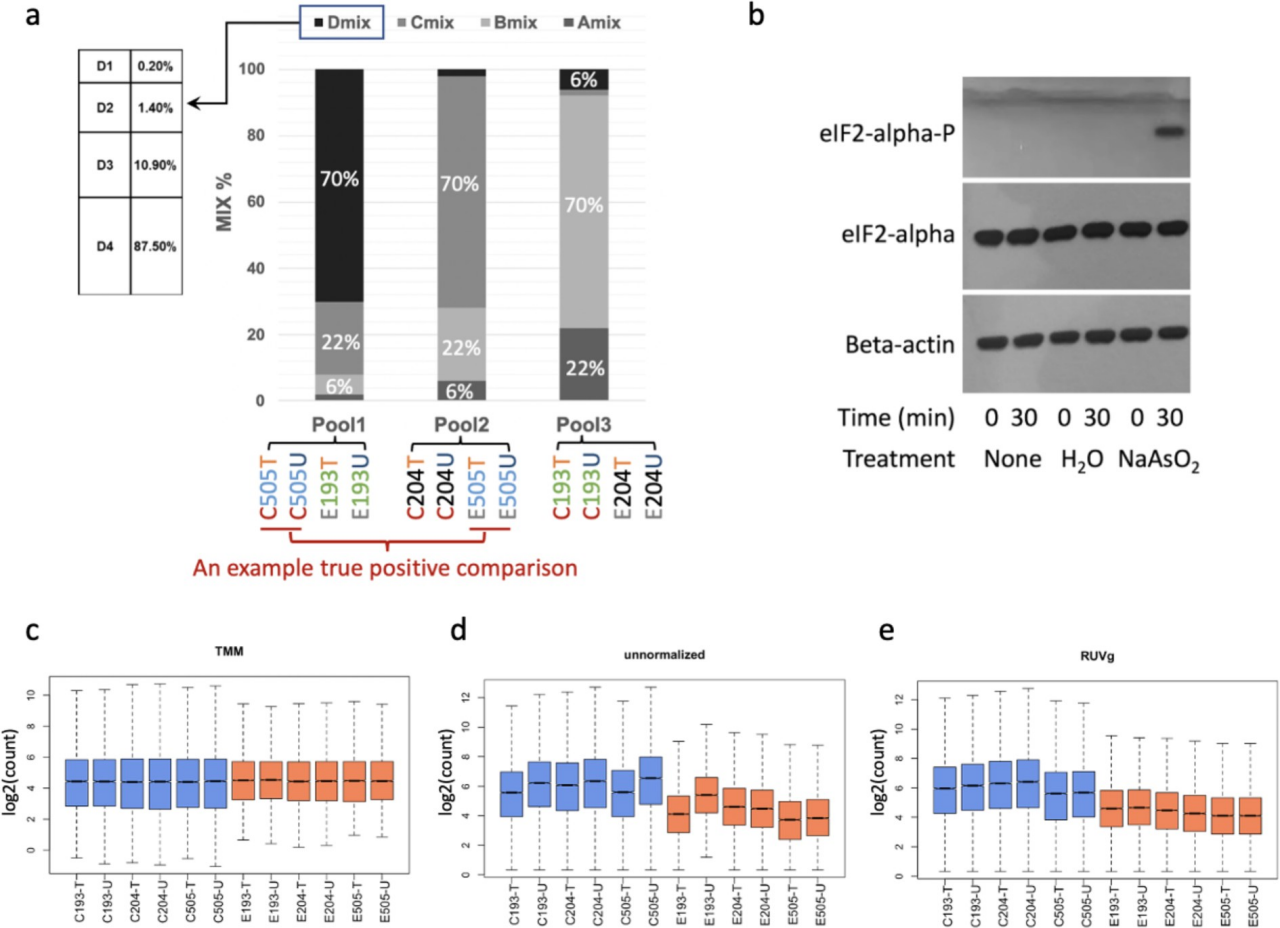
The design and application of spike-in oligomers for stress response ribo-seq studies. (a) Spike-in oligomer pooling design: A stacked barplot showing proportion of spike-in mixes used in each spike-in pool. Each mix is composed of 4 spike-in oligomers (e.g. D1, D2, D3, D4) mixed in the same 8 fold increment from oligomer 1 to oligomer 4 (proportion in percentages presented in the table to the left for mix D). Below the stacked barplot, samples receiving each spike-in pool are labeled with color code distinguishing different effects of interests to highlight the study design. Sodium Arsenite treatment (Control vs. Experiment). Donor (18505 vs. 19204 vs. 19193). Library preparation batch (T vs. U). For true negative and true positive control comparisons we compared quantification of the same oligomer between treated (Experiment) and untreated (Control) cell lines that either received the same oligomer pool (true negative; black brackets) or the cell lines were derived from the same individual but received different oligomer pools (true positive; the red bracket marked one such example), respectively. (b) Western blots for GM18505 indicate that our treatment conditions induced integrated stress response. Primary antibodies used were labeled to the left of the blots. Treatment types and durations were labeled below the blots. Treatment type "None” indicated baseline conditions, while treatment type "H2O” indicated the control condition used in the ribo-seq study. Note the band of phosphorylated eIF2α, a stress marker, only visible in Sodium Arsenite treated samples in contrast to the loading controls. (c, d, e) Boxplots summarizing impact of different normalization strategies on overall distribution of ribosome occupancy level (log2 counts) across all genes analyzed. Boxes are color coded to distinguish control samples (blue) from Sodium Arsenite treated samples (orange). The maximum and minimum values for the boxplot (i.e. the whiskers) are defined by the genes with quantification levels closest to (but without exceeding) 1.5 times of the interquartile range extending from the box.

### A stress response ribo-seq study for evaluating spike-in utility

We aim to evaluate the utility of spike-in oligomers in a well-established cell line model system in a scenario where a global shift in translation level is expected. As such, we collected ribo-seq data with spike-in from three unrelated HapMap LCL cell lines (GM18505, GM19193, GM19204) with and without 30 minutes of Sodium Arsenite induced Oxidative stress. A 30 minute treatment with Sodium Arsenite at a final concentration of 134 μM is sufficient to induce phosphorylation of eIF2α in LCL (Fig 1B and S2 Fig in S1 File). Phosphorylation of eIF2α is a hallmark of integrated stress response and is expected to result in a global reduction of cap-dependent mRNA translation [11, 12]. From each sample we created two replicates of sequencing libraries, one of which was treated with an additional CRISPR depletion step aimed to further reduce the level of rRNA contamination in ribo-seq libraries.

We generated a total of 873 million sequencing reads, which, after filtering out the rRNA, tRNA, and snoRNA reads, resulted in an average of ~2 million ribosome footprint reads uniquely mapped to the GRCh38 human genome and ~32K reads mapped to the spike-in oligo sequences (S2 Table in S2 File). 

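Ribosome footprints were sequenced from 3 lymphoblastoid cell lines, GM18505, GM19193 and GM19204, which are B cells immortalized with Epstein-Barr virus. Each cell line gave a control culture, which received water, and a culture that received 134 µM sodium arsenite for 30 min. The 6 samples gave 12 libraries, 2 per sample, called T (with CRISPR depletion of ribosomal RNA) and U (without it), so that n = 3 cell lines in every comparison of arsenite with control. Counts in genes ranged from 1979496 to 4112703 per control library and from 637177 to 1730558 per arsenite library. Counts of the 16 spike-in oligomers ranged from 4935 to 98469 per library and made up 2.30% of the uniquely mapped reads on average, with a range from 0.342% to 7.93%. Their share was 0.835% ± 0.567 (SD, 6 libraries) in control and 3.76% ± 3.34 (SD, 6 libraries) under arsenite.
The authors trimmed the reads, removed those matching ribosomal, transfer and small nucleolar RNA, aligned the rest to GRCh38 with TopHat2, kept uniquely mapped reads and counted them per gene with featureCounts. The values analysed here are these whole-number counts, with no normalization, for genes with at least 1 read in every library. For tests of genes, the counts of both libraries of a sample were summed and compared with edgeR's quasi-likelihood test, with the cell line as a block. The library sizes came from the spike-ins: for each sample, the mean over the 7 oligomers with at least 10 reads in every library of log2 count minus log2 nominal concentration. This scale had a standard error between 0.07 and 0.16 on the log2 scale across the 6 samples. The limma models of the paper, which treat the 12 libraries as separate values with terms for library batch and cell line, were fitted beside it.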

Consistent with prior publications, we found more than 80% of the ribo-seq reads are derived from either ribosomal RNA, transfer RNA, or small nucleolar RNA (S3 Table in S2 File). On the other hand, in comparison to our past experience with ligation based ribo-seq protocol, we found the current set of libraries, generated using a ligation free protocol, to have a higher proportion of sorter-than-25-nt ribo-seq reads, which resulted in an overall lower proportion of uniquely mapped reads (S2, S3 Tables in S2 File). Nonetheless, the ribo-seq reads, when viewed in aggregate, show a clear subcodon periodicity pattern in the coding region at the expected positions (S3 Fig in S1 File). A clear pattern of subcodon periodicity reflects the mechanism of ribosomes decoding messages and indicates the quality of our footprinting data. Using principal component analysis (PCA), we found the stress treatment (separated along the first PC, 31.9% variance) and the cell line identify (separated along the second and the third PC, 13.5% and 11.6% variance, respectively) contributed to the majority of variation in our ribo-seq data (S4 Fig in S1 File). 

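Control and arsenite libraries separated along the first component of the unnormalized log2 counts, which held 73.4% of the variance. Treatment accounted for 81.6% of the variation of the 12 libraries along it, and cell line for 3.77%. The 12 libraries lay along this component in the order of their gene counts, so it also carries library size. The libraries of the arsenite culture of GM19193 lay far apart, at 124.9 for T with 718389 counts and −2.15 for U with 1730558. The cell lines separated along the second component, with 8.28% of the variance and 78.7% of its variation between GM18505, GM19193 and GM19204, and along the third, with 5.07% and 97.2%. After TMM the first 3 components held 46.5%, 16.0% and 11.9%, and treatment accounted for 97.0% of the first. Library batch accounted for at most 5.23% of any of the first 3 components of the unnormalized counts. The cell line labels of the paired cultures were checked on the 6045 genes with a mean count of at least 50: the deviation of a control culture from the mean of the controls correlated across genes with that of the arsenite culture of its cell line at 0.744 for GM18505, 0.687 for GM19193 and 0.70 for GM19204, against at most −0.29 between cell lines. The deviations of the 3 cultures of a condition sum to 0, so positive values within pairs push those between cell lines below 0. Their contrast is thus partly fixed in advance. Genes are not independent replicates, so no p is given for these correlations.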

We found no significant differences in the proportion of rRNA reads between libraries prepared with and without the CRISPR depletion step (P = 0.82, Wilcoxon rank sum). Libraries with and without CRISPR treatment were then treated as technical replicates in this study to evaluate the unwanted effects introduced from separate rounds of library preparations (i.e. library batch).

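Reads from ribosomal RNA, as counted in Table S2 of the paper, were 83.1% ± 2.24 (SD, 6 libraries) of the T libraries and 83.4% ± 2.25 of the U libraries. The 6 pairs gave p = 0.44 in an exact two-sided sign-flip test. By treatment, the share was 85.2% ± 0.390 (SD, n = 3 cell lines) under arsenite and 81.3% ± 0.622 in control, and every arsenite sample lay above every control sample (exact permutation test, p = 0.1, the smallest that 3 against 3 samples allow). The T and U libraries of a sample correlated across genes at a Pearson r between 0.899 and 0.976 on the log2 scale. The scatter of their counts was between 1.50 and 1.86 times that of counting alone (chi-square per degree of freedom). Genes are not independent replicates, and the correlations describe each pair of libraries.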

### Quantitative properties of spike-in oligo pools

We next evaluate our spike-in oligo pools for their quantitative range and their correlations with expected concentrations. To focus our analysis on quantitated genes, we required, for each GENCODE annotated gene, at least one sequencing read mapped to the gene in each sample of our dataset. 

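Protein-coding genes made up 10859 of the genes with a read in every library and took 85.6% of the counts in control samples. Long noncoding RNAs were 752 genes with 4.09% of the control counts, and processed pseudogenes were 182 genes with 0.202%. The smaller classes were 115 genes of miscellaneous RNA (7SL and Y RNA copies among them), 96 pseudogenes of ribosomal RNA, 60 miRNA genes and 39 snRNA genes. The mitochondrial genome gave 13 protein genes, 22 tRNA genes and both rRNA genes, and the rRNA genes alone took 5.42% of the control counts. MT-RNR2, the mitochondrial 16S rRNA, took 3.68% ± 0.243 (SD, n = 3 cell lines) of the control counts. ENSG00000286171 took 3.33% ± 1.50; it is annotated as a long noncoding RNA on chromosome 7 of GRCh38 from 148941483 to 148941638 and overlaps RNY5, a Y RNA gene, so that its reads cannot be assigned to either. Both were chosen after their values were seen. Of the gene identifiers, 12020 (97.3%) matched a symbol.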

With this criteria our sequencing coverage enabled analysis of 12,357 genes. 

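In each library the 16 oligomers spanned a range of counts set against that of the genes. The least abundant oligomer had 1.83 reads on average over the 12 libraries, with a range from 0 to 3, and the most abundant had 22002, with a range from 1792 to 74613. Genes between these bounds made up 98.6% on average, from 96.0% to 100.0% per library. On average 1.24% of the genes lay below the oligomers and 0.123% above them. Oligomer A2 had no read in at least 1 library, and B4 was the most abundant by mean count.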

We found that the panel of 16 spike-in oligomers span similar quantitative ranges across samples, which on average covers 97% of the quantitated genes (S5A Fig in S1 File). Without further normalization, we readily observed the expected global reduction in ribosome footprint counts across quantitated genes in the Sodium Arsenite treated samples (S5A Fig in S1 File and Fig 1D). 

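On the scale of the spike-in oligomers, the footprint counts of all genes under arsenite summed to 29.4% of the control in GM18505, 41.7% in GM19193 and 25.5% in GM19204. The median log2 fold change over genes was −1.86, −1.29 and −2.21 in these cell lines (mean −1.79 ± 0.47, SD, n = 3), and between 84.9% and 91.2% of the genes lay below 0. All 3 cell lines moved down (exact two-sided sign-flip test, p = 0.25, the smallest that 3 cell lines allow). Without scaling, the mean over cell lines of the median log2 fold change was −1.75 ± 0.56 (SD, n = 3).
At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction, 9162 of the 12357 genes fell, 138 rose and 3057 did not pass. The rises numbered 58 without GM18505, 149 without GM19193 and 113 without GM19204, with 54, 92 and 72 of the 138 among them. They numbered 79 without the block for pairs of cultures, 84 without scaling, 213 with total sequenced reads as the scale, 212 with all 16 oligomers in it and 272 with 12 separate libraries. EIF2S1, on chromosome 14 of GRCh38 from 67360328 to 67386516, encodes eIF2α and fell with a log2 fold change of −2.69 (standard error 0.38, adjusted p = 3.7e-11 from edgeR's quasi-likelihood test). ACTB, the cytoskeletal actin, fell with a log2 fold change of −2.79 (standard error 0.37, adjusted p = 1.3e-12 from edgeR's quasi-likelihood test). Among the largest falls with the same sign in all 3 cell lines were RPL12, a protein of the large ribosomal subunit (−4.09), KDELR2, which returns proteins to the endoplasmic reticulum (−3.69), EIF1, a factor for start codon choice (−3.66), and NPM1, a nucleolar chaperone (−3.64), with standard errors between 0.40 and 0.43. Of the genes that fell, 9015 had the same sign in each cell line. The 6 genes named fell under TMM as well, from −0.87 for EIF2S1 to −2.26 for RPL12, although TMM raised the median of all genes by 1.81 on the log2 scale to 0.03 and gave 3433 genes that rose and 3290 that fell. When the scale was the total spike-in count, the median log2 fold change was −2.21 and no gene passed edgeR's test, with 0 genes at an unadjusted p under 0.05. This total varied with the pool, from 4935 to 14694 per library in pool 1 and from 31190 to 98469 in pool 3. The control and arsenite cultures of a cell line received different pools, so this scale also carries differences between pools. Ribosomal protein genes such as RPL12 have processed pseudogenes, so reads they share were lost to unique mapping.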

Overall we observe strong positive correlations between spike-in sequencing counts and their corresponding nominal concentrations (median Spearman’s rho at 0.87, ranging between 0.81 to 0.92; S5B Fig in S1 File). Importantly, we found no significant effect from treatment conditions (P = 0.86, ANOVA) nor from technical replication batches (i.e. library batches, P = 0.19, ANOVA) on the correlation between the observed and the expected quantification levels for spike-in oligo pools. On the other hand, we noticed that the oligos ordered from two separate manufacturing batches show clear batch effects (S5C Fig in S1 File; P = 1.43e-4, ANOVA); indicating the importance of considering the batch effect from manufacturing, especially if the oligomers were intended for use in a standard curve.

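Across the 16 oligomers of a library, counts and nominal concentrations had a median Spearman's rho of 0.869, with 0.809 in the lowest and 0.920 in the highest of the 12 libraries. Averaged per sample, rho was 0.858 ± 0.033 (SD, n = 3 cell lines) under arsenite and 0.867 ± 0.012 in control (exact permutation test, two-sided, p = 0.9). By library batch, rho was 0.854 ± 0.027 (SD, 6 libraries) in T and 0.871 ± 0.034 in U, higher in U for 5 of 6 samples (exact two-sided sign-flip test, p = 0.38). The smallest p that the first test can give is 0.1, and 0.03 for the second. Neither test says that the groups are equal.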

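Relative to its nominal concentration, oligomer B1 of the first manufacturing batch was the most over-represented, by 3.06 on the log2 scale, and C4 of the second batch the most under-represented, at −2.50. The 8 oligomers of the first batch averaged 0.66 ± 1.81 (SD) and the 8 of the second −0.66 ± 2.13, a difference of −1.33 on the log2 scale. Values above 0 were found for 6 oligomers of the first batch and 2 of the second. Permuting the 12870 ways to part 16 oligomers into 8 and 8 gave p = 0.2 (exact permutation test, two-sided). This test takes the oligomer as the replicate, since the 12 libraries measure the same 16 oligomers. A model that takes the value of each oligomer in each library as a replicate, with concentration as a second term, put the difference at −1.32 and passed at 0.05.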

### Quantitative properties of individual spike-in oligo

To evaluate the quantitative properties of each individual oligomer across samples, we first evaluate the monotonicity of oligomer quantification (i.e. whether we observe the same ranking between the expected, based on concentration, and the observed quantification). Using Spearman’s Rho, we found all spike-in oligos used in this study were monotonic. We next evaluated the Pearson correlation between the expected, based on concentration, and the observed quantification level. Overall We found strong correlations between the expected and the observed (median 0.94, interquartile range 0.92~0.97). On the other hand, for spike-in oligos used in the lower concentration range, we observed a decrease in correlation between the observed and the expected (Fig 2A). This decrease in correlation is likely reflecting the increased coefficient of variation (i.e. increased variance relative to the mean) commonly observed in RNA-seq data at the low count region (i.e. an over-dispersed Poisson).

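Over the 12 libraries, all 16 oligomers had a positive Spearman's rho with their nominal concentration, from 0.677 for A2 to 0.949 for C2. Pearson's r of log2 count with log2 concentration had a median of 0.935 (quartiles 0.917 and 0.966) and was highest for C2, at 0.981. The 8 oligomers of lower mean concentration averaged 0.852 ± 0.151 (SD) and the 8 of higher concentration 0.951 ± 0.026 (exact permutation test over 12870 splits, two-sided, p = 0.051). The lowest values belonged to A2 and A1, which had 4 and 4.67 reads per library on average. Without A2, the mean of the lower group was 0.897. Each oligomer was used at 3 concentrations, so its 12 values form 3 clusters and r mainly compares these.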

**Fig 2:**
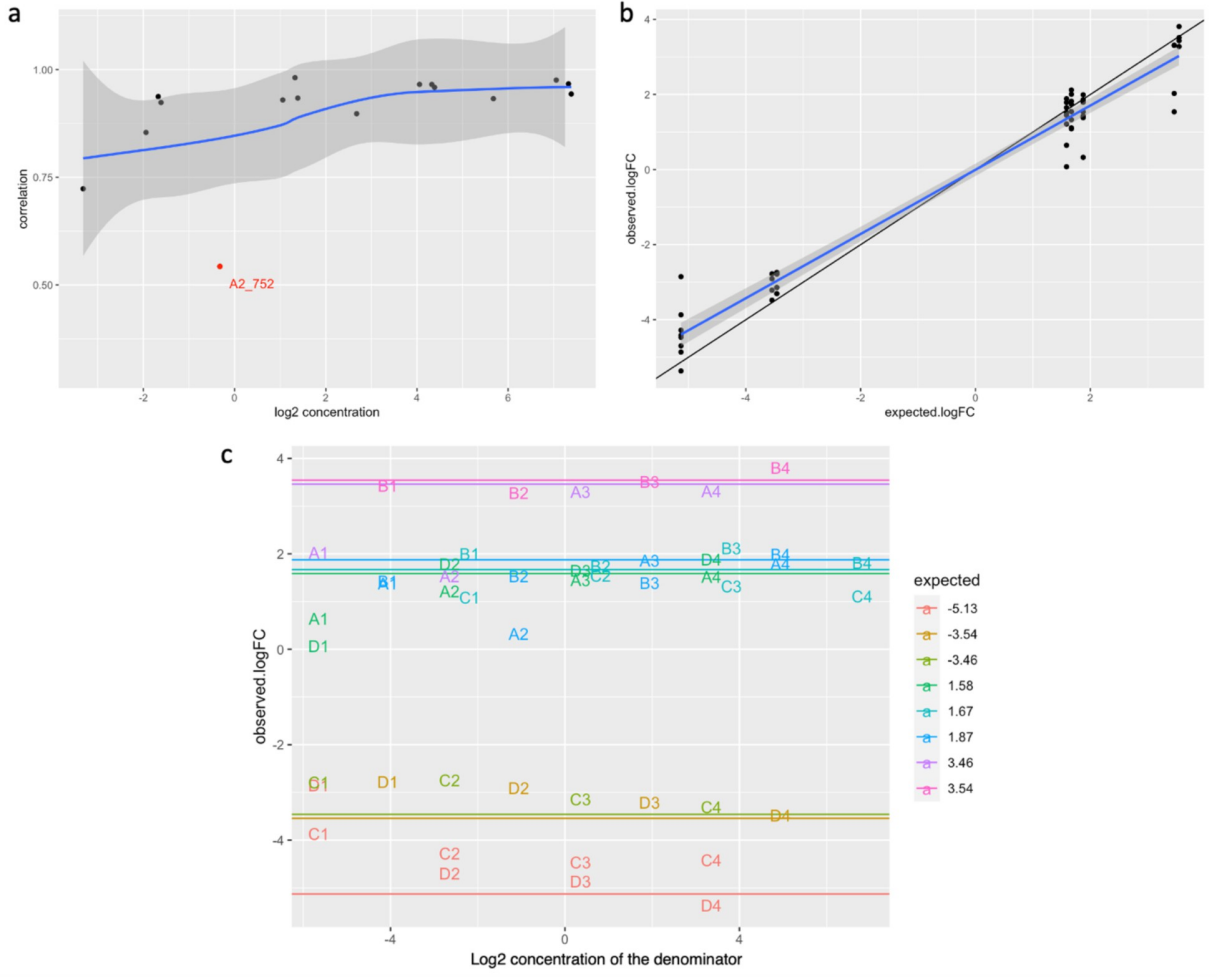
Quantitative properties of spike-in oligomers. (a) Correlations (Pearson) between the observed quantification and expected for each spike-in oligomer is plotted against the acrosspool-average-expected concentration of the spike-in oligomer. Note the downward trend towards the lower concentration range. Blue loess trend line and its corresponding 95% confidence interval (shaded area) indicated oligomer A2 (highlighted in red) as an outlier. (b) Observed log2 fold change for spike-in constructed true positives plotted against the expected. Each data point represents the fold difference of the same oligomer between 2 different spike-in pools. The blue trendline and shaded area represents the linear regression coefficients and corresponding 95% confidence intervals calculated using the expected log fold change as predictor. (c) Observed log2 fold change for spike -in constructed true positives plotted against the expected concentrations of the quantifications used as the denominator for the observed log2 fold change calculation. The horizontal lines mark the expected log2 fold change. Each data point is represented by corresponding oligomer identification abbreviations and color coded in the same way as the expected fold change lines. Note the ratio compression at the lower concentration range.

Of note, we found oligo A2_752 to be an outlier of the observed trend (Fig 2A). A Pearson correlation between the observed quantification and the expected based on input concentration for A2_752 is 0.54, which fell far below the 95% confidence interval of a loess fit adjusting for the concentration range effect. 

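Oligomer A2 had between 0 and 9 reads per library, 4 on average, at a mean concentration 8-fold above that of A1, which had 1 to 11 reads. Its counts had an offset of −2.47 from those expected from the nominal concentration on the log2 scale, while A1 had one of 1.00. Pearson's r was 0.534 for A2 and 0.723 for A1, the next lowest. Counts this low carry a large counting error, and the interval of the loess fit was not recomputed here.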

Upon further exploration of the properties of oligomers, we found A2_752 to have the highest minimum free energy of 0 among the 16 spike-in oligomers. On the other hand, we found no significant association between oligomer minimum free energy and the Pearson correlation between the observed and the expected oligomer quantification (P = 0.60, S6 Fig in S1 File).

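Minimum free energies of the 16 oligomers, computed with RNAfold, ranged from −6.1 kcal/mol for D4 to 0 for 6 oligomers: A2, A3, B1, C3, D1 and D3. Among these, r with concentration was 0.534 for A2, 0.854 for D1, 0.897 for A3, 0.923 for B1 and 0.966 for C3 and for D3. Across the 16 oligomers, free energy and r correlated at a Pearson's r of 0.061 (permutation test, two-sided, p = 0.84) and a Spearman's rho of −0.21 (permutation test, p = 0.42), with an adjusted p of 0.84 over both. Without D4 and A1, the oligomers farthest from the median free energy, Pearson's r was −0.23 (permutation test, p = 0.43), and without A2 alone it was 0.39 (permutation test, p = 0.14). The relation did not pass in any of these tests.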

Next, for each spike-in oligomer we compare the observed between-sample fold change to the expected fold change, which is calculated based on our modified Latin square pooling design (Fig 1A). Overall, we found a strong positive correlation with a small ratio compression effect in the observed fold change relative to the expected (Fig 2B). When using the expected fold change of spike-in oligomers in a linear model to predict the observed fold change, we found a regression slope of 0.87 +/- 0.023, which is close to but significantly different from the expected regression slope of 1 (P = 2.28e-6). This ratio compression effect appears to be stronger in the lower concentration range (Fig 2C). 

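Between pools, the observed log2 fold changes of the 16 oligomers rose with the expected ones with a slope of 0.852 (standard error 0.024, 48 comparisons). A bootstrap over oligomers gave a 95% interval from 0.779 to 0.920, and none of its 1000 resamples reached 1. Oligomers of the same mix were added to the pools together and share their expected fold changes. They are thus not fully independent, and the interval may be too narrow. The 16 comparisons of the lowest concentrations had a slope of 0.70 (standard error 0.047), the middle 16 a slope of 0.882 (standard error 0.017) and the highest 16 a slope of 0.970 (standard error 0.026). The same oligomer can enter more than 1 of these groups. With the 7 oligomers that had at least 10 reads in every library, among them A4, B4, C4 and D4, the slope was 0.963.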

In fact, by stratifying data into three groups of the concentration range covered in our study, we found a progressive increase in ratio compression in the lower concentration group (S7 Fig in S1 File), which points to the possibility of an additive process such as consistent pipetting bias during serial dilution as the cause of the observed ratio compression. On the other hand, the overall strong correlation observed without normalization provides strong support for the high technical consistency of our experimental operations and our choice of loading reference.

### Spike-in based data normalization preserved the expected global shift in quantification while global scaling normalization produced high level of false positives

It has previously been shown that a standard-curve-based-normalization approach using control oligos is technically challenging [17]. Consistently, evaluation of our spike-in oligos has shown both manufacturing batch effect and ratio compression effect, each as a practical example of the technical challenge of a standard-curve-based approach for absolute quantification. Alternatively, Risso et al. have developed a factor-analysis-based approach—RUV, which uses “control genes” for normalizing RNA-seq data [1]. Here using our spike-in oligomers as control genes we applied RUVg for an external-standard-based normalization of our ribo-seq stress response dataset and compared the results with those that we generated from applying a popular global-scaling-normalization approach, TMM [2]. Note that as a result of adapting the RUVg approach, despite using external standards, our approach doesn’t provide absolute quantification, instead it provides between condition fold changes (i.e., relative quantification), which is estimated from sequencing counts after accounting for the unwanted factors.

The first, and often challenging, step of applying RUVg for data normalization is to determine the number of unwanted variables (k) to remove. As a factor analysis method, RUVg approaches the data normalization issue by identifying unknown factors that contribute to the inter-sample distribution differences in quantification level. These nuisance variables, such as variation in sequencing depth, technical differences between batches or between sequencing centers, that contribute to unwanted variation are termed unwanted variables (k). While RUVg provides a formal procedure for estimating these unwanted variables, it is not always clear how many of these unwanted variables should be removed. Removing too many k could end up inadvertently removing biological variations and, in some designs, overfit the data.

Our external spike-in provides a principled approach to determine k. We evaluated the impact of removing unwanted variables on the correlation between the observed spike-in quantification and the expected. By incrementally removing unwanted variables, we found that the increased correlation between the observed and the expected spike-in quantification started to plateau at k = 3. We therefore decided on removing the top 3 unwanted factors, which increased the correlation between the observed spike-in quantification and the expected from R^2^ = 0.73 to 0.83. This choice of k is robust against the exact composition of spike-in oligomers used for normalization (S8 Fig in S1 File). 

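With 16 oligomers in 12 libraries, R squared of log2 count on log2 concentration was 0.717 before any factor was removed, 0.779 after 1, 0.813 after 2 and 0.830 after 3. The 4th and 5th factors added 0.00460 and 0.00391. In the limma test, the number of genes called under arsenite was 9576, 9711 and 9912 after 1, 2 and 3 factors, 8375 after 4 and 3632 after 5. The median log2 fold change over genes was −1.71 after 3, −1.13 after 4 and −0.75 after 5. RUVg was written out from its description with control rows matched between pools by nominal concentration, since the paper does not say how the rows were matched. The factors were estimated from the same 16 rows on which R squared was computed. Their removal takes out variation within a concentration, so the rise of R squared was fixed in advance. With rows matched by oligomer identity instead, R squared was 0.593 after 1 factor, 0.519 after 2 and 0.532 after 3.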

Using spike-in based RUVg normalization, we found the resulting normalized data to preserve the expected global reduction in ribosome occupancy level (Fig 1E). In contrast, when applying TMM normalization to the same dataset, the expected global shift is lost (Fig 1C).

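With 3 factors removed, the median log2 fold change over genes was −1.64 in GM18505, −1.47 in GM19193 and −2.03 in GM19204 (mean −1.71 ± 0.29, SD, n = 3). The spread between cell lines was 0.56 (SD) before the removal. EIF2S1 had a log2 fold change of −2.64 and ACTB of −2.69 in the RUVg values, against −2.67 and −2.72 without normalization. Median log2 counts per library were between 5.62 and 6.41 in control and between 4.11 and 4.66 under arsenite. All 3 cell lines moved down (exact two-sided sign-flip test, p = 0.25, which 3 cell lines cannot go below).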

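TMM values had a median log2 fold change over genes of 0.01 in GM18505, 0.02 in GM19193 and −0.03 in GM19204. Their median log2 values per library were between 4.43 and 4.48 in control and between 4.47 and 4.56 under arsenite. RPL12 still had a log2 fold change of −2.30 in the limma test on TMM values, and PPP1R15A, a subunit of the phosphatase that acts on eIF2α, one of 2.93. For EIF2S1 it was −0.90. Among genes with a mean count of at least 10 alone, the mean over cell lines of the median was −0.16.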

The loss of an expected global shift will clearly result in false negatives. On the other hand, we suspect the same underlying shift in expression level created by TMM method could also introduce false positives. To evaluate the extent of false positive discoveries in such a scenario, we constructed true negative comparisons using quantifications for the same oligos between samples receiving the same pool of spike-in oligomer mixtures (black brackets in Fig 1A) and performed tests for differential expression between control and treated (e.g. comparing D1 quantifications between C505 and E193 samples; Fig 1A). We compared the number of discoveries between unnormalized data, TMM normalized data, and RUVg normalized data. At a P value cutoff of 0.1, which is expected to result in 10% false positives by chance, we found ~20% false positives from tests using either unnormalized data or RUVg normalized data. Conversely, at the same 10% cutoff, using TMM normalization we found 42 false positives out of a total of 48 tests (87.5%). The extremely high proportion of false positives identified using TMM normalized data is in clear contrast to the proportion of false positives identified either using unnormalized data or RUVg normalized data (S9 Fig in S1 File).

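With TMM values, 42 of the 48 comparisons of an oligomer between libraries of the same pool passed an unadjusted p under 0.1 in limma's test (87.5%, exact Clopper-Pearson 95% interval 74.8 to 95.3), 13 in pool 1, 15 in pool 2 and 14 in pool 3, and all 42 were higher under arsenite. Their mean log2 fold change over the 48 comparisons was 1.62 ± 0.88 (SD), where 0 was the design. Without normalization, 11 passed (22.9%, interval 12.0 to 37.3), 9 of them in pool 3, which joins GM19193 control and GM19204 arsenite. RUVg values gave 8 (16.7%, interval 7.48 to 30.2), spread over the pools as 3, 2 and 3, with a mean log2 fold change of −0.04 ± 0.57 (SD). The same 16 oligomers were the control rows of RUVg, so differences among them were in part removed before this test. When 8 control rows were drawn at random, 26.2% of the null comparisons of oligomers outside them passed on average. The 16 oligomers of a pool share 4 libraries, of which each 2 come from 1 sample, so the 48 tests are not independent and the intervals cover counting error only.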

### Global scaling normalization introduced false positives in stress response dataset by distorting fold change

To identify the underlying cause of false positive and false negative results introduced by TMM normalization of our stress response dataset, we used the input concentration of spike-in oligomers to construct true positive comparisons with expected fold changes. More specifically, we used quantifications of the same spike-in oligomer from cell lines derived from the same individual but received different pools of spike-in oligomer mixtures (see red brackets in Fig 1A for an example) and performed tests for differential expression between control and treated (e.g. comparing D1 quantifications between C505 and E505 samples). Using the expected fold change calculated from known oligomer concentrations for the true positives, we found TMM normalization to clearly distort the fold change (Fig 3A and S10 Fig in S1 File). When modeling the observed log2 fold change in TMM normalized spike-in quantification using the expected log2 fold change as the predictor, we found TMM normalization to shift the log2 fold change of spike-in quantification from the expected by 1.612 +/- 0.119 (i.e. a systematic upward shift) while maintaining a regression coefficient of 0.824 +/- 0.038 and an r-squared of 0.910 (P < 2e-16; Fig 3A). In contrast, only -0.082 +/- 0.105 log2 deviations from the expected fold change were observed for unnormalized data, with a comparable regression coefficient of 0.832 +/- 0.033 and an r-squared of 0.930 (Fig 3A).

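Between the cultures of a cell line, the 16 oligomers in 3 cell lines gave 48 fold changes with a known expectation. TMM values had an intercept of 1.62 (standard error 0.12) and a slope of 0.824 (standard error 0.038), with an r squared of 0.912. Unnormalized counts had an intercept of −0.08 (standard error 0.10) and a slope of 0.832 (standard error 0.033), with an r squared of 0.931. A bootstrap over oligomers gave standard errors of 0.12 for the intercept under TMM and 0.10 without normalization. The unnormalized intercept was 0.09 without GM18505 and −0.22 without GM19204. With the 7 oligomers that had at least 10 reads in every library, the slopes were 0.949 for TMM and 0.947 without normalization.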

**Fig 3:**
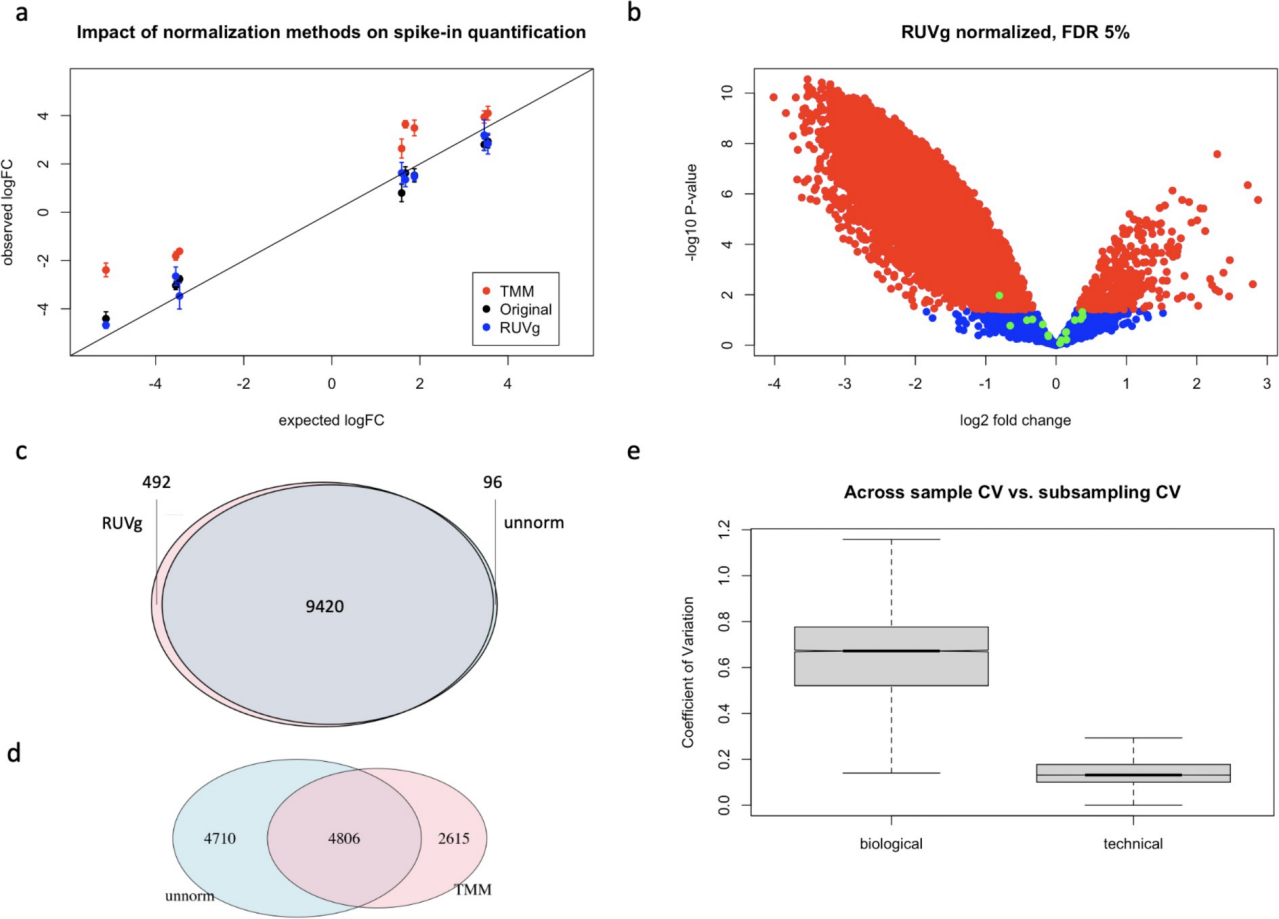
Impact of TMM normalization and spike-in based RUVg normalization on expression quantification. (a) Observed log2 fold change for spike-in constructed true positives plotted against the expected; comparing between results from different normalization approaches. Data points represent mean plus/minus standard errors calculated from each group of true positives that share the same expected log2 fold change. Black data points (i.e. "Original”) are results from log2 transformed counts without further normalization. Black line indicates the ideal correlation (i.e. an intercept of 0 and a slope of 1). (b) A volcano plot showing the relationship between fold change (treatment versus control) and p value from differential expression tests for RUVg normalized data. Data points are color-coded in green for spike-in oligomers, in red for endogenous genes that are significantly differentially expressed at 5% FDR, and in blue for endogenous genes that are not differentially expressed. (c, d) Venn diagrams summarizing the number of shared and distinct differentially expressed genes found with and without normalization. Unnormalized (unnorm) in blue. Normalized (either TMM or RUVg) in pink. Numbers labeling each area indicate the number of genes belonging to each group, with the size of the area drawn in proportion to the size of the group. (e) Spike-in based RUVg normalization results are robust against the exact set of spike-in oligomers used as control genes. Boxplots comparing between the across sample biological CV to the across subsampling technical CV for endogenous genes. The technical CV here is calculated based on the normalized quantification level of endogenous genes across 10 iterations of spike-in oligomer subsampling for control gene selection.

The distortion in fold change estimates observed in TMM normalized data explains the high false positive rates observed in the aforementioned true negative control comparisons and indicates the possibility of introducing false negatives by the global scaling normalization approach shifting true differences towards zero. On the other hand, RUVg normalization appears to have nudged the observed fold change towards the expected (Fig 3A), which resulted in a slight increase in the regression coefficient, from 0.832 (+/- 0.033) of the unnormalized to 0.885 (+/- 0.039) and the estimated intercept changed from -0.082 (+/- 0.105) of the unnormalized to -0.044 (+/- 0.123), both parameter values inching closer to the expected (i.e. a slope of one and an intercept of zero).

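The same oligomers also served as the control rows of RUVg. Their RUVg values had an intercept of −0.04 (standard error 0.12) and a slope of 0.885 (standard error 0.039), with an r squared of 0.918. A bootstrap over oligomers gave a standard error of 0.032 for this slope, and its difference from the slope without normalization was not tested. With the 7 oligomers that had at least 10 reads in every library the order turned, with 0.909 for RUVg against 0.947 without normalization. The mean deviation from the expected fold change was 33.6% of its size, against 31.4% without normalization. When control rows were matched by oligomer identity, RUVg took the designed differences between pools as unwanted and the slope was 0.003.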

### Spike-in based RUVg normalization recovered 99% of the discoveries from unnormalized data and identified an additional 5% of differentially translated genes

After evaluating the impact of normalization on spike-in oligomer quantification, we next evaluated the impact of different normalization procedures on the 12,357 endogenous genes that were sufficiently quantitated. We compared test results for identifying differentially translated genes between control and treated samples across datasets normalized using either a spike-in based RUVg normalization or TMM normalization. In these comparisons, we evaluate two main aspects of data normalization impact, namely, improvement in detection power and introduction of biases in effect estimates. Raw data collected without biased manipulations reflects true effects buried in both technical and biological noises. In other words, assuming no biased manipulations involved, effects estimated from unnormalized data are accurate but imprecise. Data normalization, when applied appropriately, should increase power without introducing bias. 

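Most nuclear genes in the lists for protein synthesis, energy supply and cell division fell under arsenite in edgeR's test on the spike-in scale. So did 81.3% of the 10859 protein-coding genes, with a median log2 fold change of −1.91. The fall grew with mean count, from a median of −0.27 in the lowest decile of all genes to −2.40 in the highest. The lists were not compared with genes of the same mean count. Of 78 ribosomal protein genes, 77 fell, none rose, and RPLP1 (−0.10) did not pass; their median log2 fold change was −2.70. RPL13A, a protein of the large subunit, had a log2 fold change of −3.61 (standard error 0.40). All 16 other mRNAs that start with a pyrimidine tract fell (median −2.81), among them RACK1, a scaffold on the ribosome (−3.32). Of 27 initiation factor genes, 24 fell, with EIF3M, a subunit of eIF3, at −3.15, while EIF3J (−0.61), EIF4A1 (0.54) and EIF4A2 (−0.68) did not pass. The 20 aminoacyl-tRNA synthetase genes fell (median −2.54), including IARS1 for isoleucine (−3.00). Each of 17 glycolysis genes fell (median −2.69), as ENO1, the enolase (−3.04), and 64 of 65 nuclear genes of the respiratory chain fell (median −2.57), as ATP5F1D of the ATP synthase (−3.61), with UQCR11 (−0.14) not passing. The 35 proteasome genes measured fell (median −2.58; PSMA7, −3.12), as did 21 genes of endoplasmic reticulum folding (median −2.46; the chaperone CALR, −3.32), 19 mitotic genes (median −2.67; the kinase PLK1, −3.29) and 20 B cell markers (median −1.91; the receptor chain CD79A, −2.53).
The lists were written before the data were examined, and each of these counts was the same when adjusted over the list alone. With TMM the medians of these 10 lists stayed below 0, from −0.09 for B cell markers to −0.99 for the other mRNAs with a pyrimidine tract. RPLP1, EIF3J, EIF4A1, EIF4A2 and UQCR11, which lie above 0 with TMM, were named after their values were seen. The set test camera, which compares a list with all other genes, called 19 of 23 lists at a preset correlation of 0.01 and none with an estimated correlation (adjusted p from 0.6 to 0.71 with an estimated correlation). The set test fry, which does not compare a list with other genes, called 15.

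**Figure D1:**
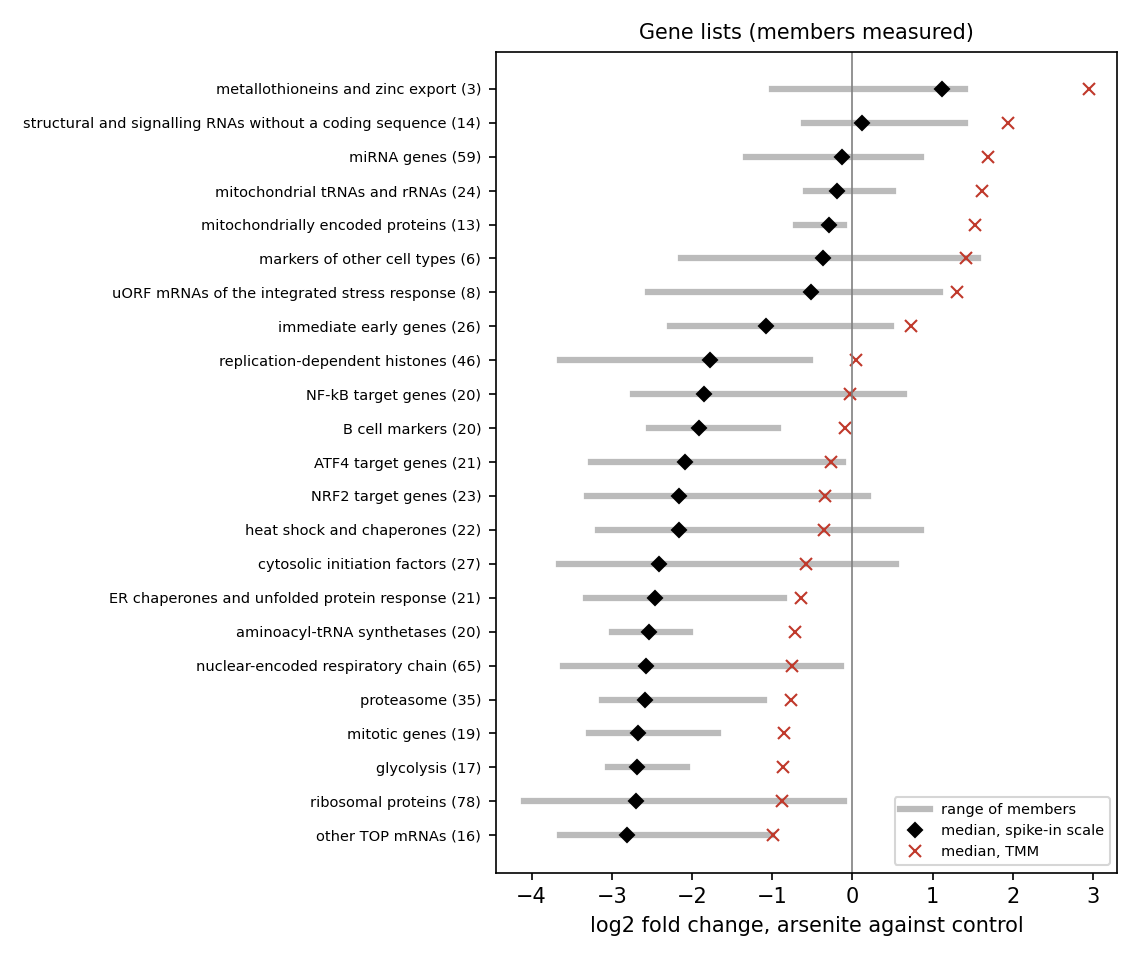
Log2 fold change of arsenite against control (x axis) for 23 gene lists, with the number of members measured in parentheses. Grey bars span the lowest and highest member, black diamonds are medians on the spike-in scale and red crosses are medians with TMM; ribosomal proteins lie at −2.70 and −0.88, and the medians of 7 lists change sign under TMM.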

Using spike-in based RUVg normalized data, at 5% FDR, we identified 9,912 stress-induced differentially translated genes. 

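Of 8 mRNAs whose upstream reading frames are known from the integrated stress response, 3 rose, 4 fell and 1 did not pass in edgeR's test on the spike-in scale, with the same counts when adjusted over the list alone. Reads were counted per gene, so footprints on the upstream frames and on the main coding sequence could not be told apart. PPP1R15A, on chromosome 19 of GRCh38 from 48872212 to 48876059, encodes the subunit that directs a phosphatase to eIF2α and had a log2 fold change of 1.10 (standard error 0.36, adjusted p = 0.0038 from edgeR's quasi-likelihood test), above 0 in 3 of 3 cell lines. ATF4, the transcription factor of this response, had 0.77 (standard error 0.36, adjusted p = 0.044 from edgeR's quasi-likelihood test), and IFRD1, a transcriptional coregulator with a mean count of 6.25, had 1.06 (standard error 0.49, adjusted p = 0.039 from edgeR's quasi-likelihood test), both above 0 in 3 of 3 cell lines. ATF5, a related transcription factor, had −0.03 and did not pass. PPP1R15B, the constitutive counterpart of PPP1R15A, fell with −0.99, SLC35A4, a membrane transporter, with −1.17, IBTK, a kinase inhibitor, with −2.09 and EPRS1, a tRNA synthetase, with −2.54. The median of the 8 was −0.51, and 1.30 with TMM, which turned PPP1R15B (0.82), ATF5 (1.79) and SLC35A4 (0.64) positive but not IBTK or EPRS1. Without GM18505 none of the 3 rises passed, at 1.10 for PPP1R15A, 0.84 for ATF4 and 1.06 for IFRD1, and the falls of PPP1R15B (−1.15) and SLC35A4 (−1.29) did not pass either. Without GM19204 ATF4 (0.91), IFRD1 (0.88), PPP1R15B (−0.72) and SLC35A4 (−0.97) did not pass, and without scaling ATF4 (0.85), IFRD1 (1.12) and PPP1R15B (−0.92) did not. ATF4 (0.59) and IFRD1 (1.10) did not pass with T libraries alone, nor IFRD1 with U libraries alone (1.14) or without the block for pairs of cultures (1.07).
Of all protein-coding genes 81.3% fell, with a median of −1.91. The lists of ATF4, heat shock, NRF2 and NF-kB genes had medians from −2.17 to −1.84. Targets of the stress factors mostly fell as well: 19 of 21 targets of ATF4 (GARS1, a tRNA synthetase, −2.85), 19 of 22 heat shock and chaperone genes (HSPD1, −2.85; HSP90AB1, −2.83), 19 of 23 targets of NRF2 (TALDO1 of the pentose phosphate pathway, −2.98) and 19 of 20 targets of NF-kB (NFKB1, −2.73), with none rising and the same counts when adjusted over each list alone. Those that did not pass, named after their values were seen and all above 0 with TMM, were ATF3 (−0.59) and CEBPB (−0.11), DNAJB4 (0.09), HSPA1A (0.23) and HSPA1B (0.86), GCLC (−0.83), FTH1 (−0.75), OSGIN1 (−1.10) and SRXN1 (0.20), and TNF (0.64). HSPA1A and HSPA1B are near-identical genes whose shared reads are not counted, so their values are uncertain. In limma's test on RUVg values, 1 heat shock gene (HSPA1B), 1 target of NF-kB (TNF) and 1 immediate early gene rose, and without normalization 1 heat shock gene (HSPA1B) did. Of 26 immediate early genes, 16 fell (MYC, −2.27), none rose and 10 did not pass, with a median of −1.07 that was 0.73 with TMM. Among 9 genes of metal binding and zinc export, 3 were measured: MT2A (1.12) and MT1X (1.40), which bind metals, rose, and SLC30A1, a zinc exporter, fell (−1.0, but 0.82 with TMM). MT1X did not pass without GM18505 (1.39) or GM19193 (0.91), MT2A without GM18505 (1.29), and SLC30A1 without GM18505 (−1.03), GM19204 (−0.55) or scaling (−0.94). Neither metallothionein passed without the block for pairs of cultures, at 1.29 and 1.54, nor SLC30A1 (−0.87), and their counts were low (47 and 8.17 per library).

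**Figure D2:**
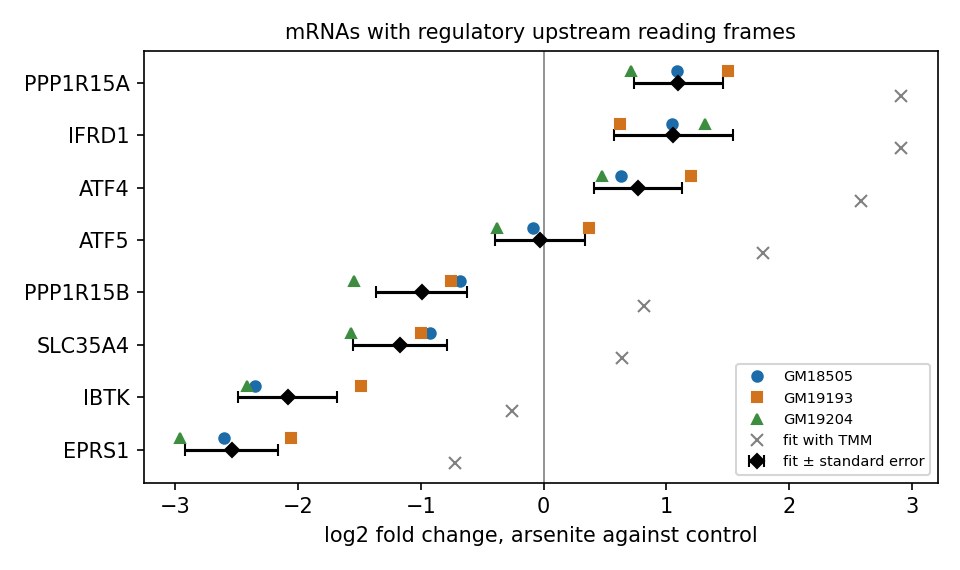
Log2 fold change of arsenite against control (x axis) of 8 mRNAs with regulatory upstream reading frames. Counts are per gene, with upstream frames and the coding sequence together. Black diamonds are the fit on the spike-in scale with its standard error, colored symbols the 3 cell lines and grey crosses the fit with TMM; PPP1R15A (1.10), IFRD1 (1.06) and ATF4 (0.77) lie above 0 in all 3 cell lines, and PPP1R15B, ATF5 and SLC35A4 change sign under TMM.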

Consistent with the observed global reduction in translation activities, 96% of stress induced changes were down regulations (Fig 3B). When compared with test results from unnormalized data, RUVg normalization replicated 99% of the discoveries (i.e. 9,420 out of 9,516) and identified an additional 492 genes (~5%) (Fig 3C); a moderate increase in power. In contrast, using TMM normalization, at 5% FDR, we identified 7,421 stress-induced differentially translated genes. Of these differentially translated genes only 48% were down regulations (S11B Fig in S1 File). 

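In the limma test, RUVg values gave 9545 genes that fell and 367 that rose at a 5% FDR, and unnormalized counts gave 9300 and 226. Both tests called 9429 genes, 99.0% of the unnormalized calls, and 483 genes were called with RUVg only, 155 of them as rises. Among the largest rises by edgeR on the spike-in scale with the same sign in all 3 cell lines were RN7SL607P (2.68) and RN7SL504P (2.62), copies of the 7SL RNA of the signal recognition particle, IL20RA, a cytokine receptor chain (1.73), and MAFF, a small transcription factor (1.58). RUVg values gave 2.87, 2.72, 1.79 and 1.65 for these 4 genes in limma's test. COL1A2, a collagen chain, had 1.56 in edgeR's test but owed it to GM19193, at 3.35 against 0.23 in GM18505 and 0.23 in GM19204, and did not pass without GM19193 (0.24) or with T libraries alone (1.08). Of 42 genes of the RN7SL family, 7 rose and 1 fell; they are near-copies of each other, so uniquely mapped reads may not give their true source. Without GM18505, GM19193 and GM19204, the rises in limma's test were 97, 105 and 581 with RUVg and 432, 182 and 90 without normalization, where they were 133 with T and U summed and 126 without the block for pairs of cultures; with 1 factor in RUVg they were 239. Without GM19204, the limma test on RUVg values called 5848 genes, 5305 of them in both tests, and the genes called with RUVg only were 123 without GM19193, 321 with a mean count of at least 10, and 98, 241 and 124 with 1, 2 and 4 factors.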

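With TMM values, 3862 genes rose and 3556 fell (47.9%) in the limma test at a 5% FDR, and 2644 and 3627 (57.8%) among genes with a mean count of at least 10. The 13 protein genes of the mitochondrial genome, which are translated by mitochondrial ribosomes, were all called as rises by edgeR with TMM and none passed in either direction on the spike-in scale; their median log2 fold change was 1.53 with TMM and −0.29 on the spike-in scale. MT-ND1, a subunit of complex I, had 1.17 with TMM and −0.65 on the spike-in scale, and MT-CO2, a subunit of cytochrome oxidase, 1.28 and −0.55. Their counts on the spike-in scale were lower under arsenite in 2 of 3 cell lines, with 0.04 and 0.11 in GM19193. MT-ND3 had 1.12 with TMM and −0.70 on the spike-in scale, below 0 in 3 of 3 cell lines. Of 24 mitochondrial tRNA and rRNA genes, 24 were called as rises with TMM and none passed on the spike-in scale, where their median was −0.19. In edgeR's test on the spike-in scale, 0 of the 13 and 0 of the 24 had an unadjusted p under 0.05, and limma's test called 0 without normalization, while with RUVg it called 2 falls among the 13 and 1 rise and 2 falls among the 24. All counts on the spike-in scale were the same when adjusted over the list alone.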

When compared with test results from unnormalized data (Fig 3D and S11 Fig in S1 File), TMM normalization only replicated 51% of the discoveries (i.e. 4,806 out of 9,516). On the other hand, 2,615 of the differentially translated genes found in TMM normalized data (i.e. 35% of TMM discoveries) were not found in test results derived from the unnormalized data (Fig 3D). 

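Of the genes called with TMM values in limma's test, 4808 were also called without normalization (50.5% of the unnormalized calls) and 2610 were not (35.2% of the TMM calls). The genes called in both were 2848 without GM19204 and 3020 with T and U summed, and those called with TMM only were 1377 with a mean count of at least 10. Of 14 structural and signalling RNAs, edgeR with TMM called 14 as rises, against 2 on the spike-in scale (1 when adjusted over the list alone): RN7SL1, the 7SL RNA (1.40), and NEAT1, a nuclear RNA (0.93). RN7SL1 did not pass without GM18505 (1.69) or GM19204 (1.04), nor NEAT1 without GM18505 (0.60), without scaling (1.00), with T libraries alone (0.90) or without the block for pairs of cultures (0.89). In limma's test, 2 of the 14 rose and none fell without normalization, and 5 rose and 2 fell with RUVg. Their median was 0.12 on the spike-in scale, 1.94 with TMM and −0.30 with the total spike-in count. Of 59 miRNA genes, 53 rose with TMM, while on the spike-in scale 2 fell (none when adjusted over the list alone), MIR15A and MIR33A, and the median was −0.13. MIR15A did not pass without GM19193 (−0.88), with T libraries alone (−0.94) or without the block (−1.36), nor MIR33A without GM18505 (−0.69), GM19204 (−0.90) or scaling (−0.96) or with T libraries alone (−0.84). In limma's test, 1 miRNA gene rose and 3 fell without normalization, and 4 rose and 4 fell with RUVg. Among 6 markers of other cell types, COL1A2 rose and CD28 and ITGAM fell on the spike-in scale (median −0.37), and 4 rose with TMM (median 1.42). By annotated class on the spike-in scale, the median log2 fold change was −1.91 for protein-coding genes, of which 8824 of 10859 fell, and −0.26 for long noncoding RNAs, of which 138 of 752 fell, while with TMM these medians were −0.09 and 1.52. Against coding genes of the same mean count, the median difference of long noncoding RNAs was 0.55. The share of coding genes in the gene counts was 85.6% in control and 64.9% under arsenite.

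**Figure D3:**
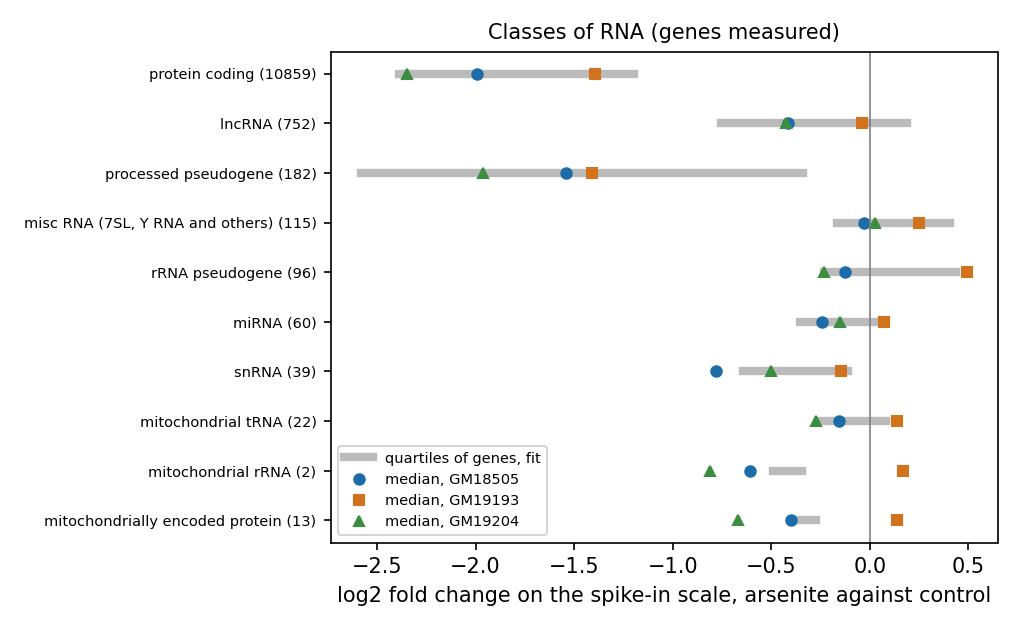
Median log2 fold change of arsenite against control on the spike-in scale (x axis) for 10 classes of RNA, with the number of genes in parentheses. Symbols are the 3 cell lines and grey bars the quartiles of the genes in edgeR's fit; protein-coding genes lie at −1.99, −1.39 and −2.35, and with TMM the medians of all classes but protein-coding genes lie above 0.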

The rather limited overlap between differentially translated genes identified from unnormalized data and the ones identified from TMM normalized data indicates potential biases introduced from TMM normalization.

### Global scaling normalization of stress response datasets leads to high rates of false discoveries among endogenous genes

Following our observation with spike-in oligomers, we consider the possibility that TMM normalization introduces biases among endogenous genes through the same upward shift of quantifications in treated samples (Fig 3A). Indeed, for genes that were found differentially translated in unnormalized data but not in TMM normalized data (i.e. potential false negatives), we found TMM normalization to shift the log2 fold change towards zero, which resulted in a shift of log2 fold change by 1.733 +/- 0.001 (treated samples relative to control sample; S12A Fig in S1 File). This upward shift is comparable in magnitude to the upward shift observed in spike-in oligomers (1.612 +/- 0.143) (S10 Fig in S1 File). This systematic shift is not limited to those potential-false-negative genes, rather the systematic shift can be clearly visualized when we plot the log2 fold change of TMM normalized data against the unnormalized data for each individual gene across all quantitated genes (S12B Fig in S1 File).

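For the 4718 genes called in unnormalized counts but not with TMM, the log2 fold change in limma's test moved up by 1.74 ± 0.035 (SD over genes) from the unnormalized to the TMM values, and for all 12357 genes by 1.72 ± 0.067. The smallest shift of any gene was 1.24 and the largest 1.77. In edgeR's test on the spike-in scale, 954 genes that limma's test called as rises with TMM had fallen. Membership in this set rests on limma's call with TMM, and it is not given here for CD28, MIR33A and MIR15A. In edgeR's quasi-likelihood test with TMM, which does not define the set, they did not pass, with an adjusted p of 0.070, 0.051 and 0.56. In limma's test, CD28, a costimulatory receptor, had −1.37 without normalization and 0.38 with TMM, MIR33A −0.98 and 0.75, and MIR15A −1.41 and 0.27. CD28 did not pass edgeR's test on the spike-in scale without GM18505 (−1.38). For histone genes, 43 of 46 fell on the spike-in scale (44 when adjusted over the list alone), with a median of −1.78 and H2AC11 at −3.64, while with TMM 15 rose, 16 fell and the median was 0.04. Histone genes of one type are paralogs, and reads they share are not counted.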

In addition to introducing false negatives, a systematic upward shift could also produce false positives (i.e. by shifting true negatives away from zero). In such a scenario, these differences in discoveries between TMM normalized data and unnormalized data were resulted from biased effect estimates instead of a difference in statistical power. In other words, we do not expect relaxing significance cutoffs to recover these mismatches. Consistent with our expectations, for differentially translated genes found in TMM normalized data (at 5% FDR) but not in unnormalized data, we found limited recovery from relaxing significance cutoffs for unnormalized data (S12C Fig in S1 File). For example, when relaxing significance cutoff for testing differential expression in unnormalized data to 20% FDR, we recovered only 25.6% of the TMM-normalization-specific findings. Importantly, amongst the recovered genes, 69.4% had an opposite direction of effect between datasets indicating that for these genes TMM normalization distorted the original effect to an extent that flipped the sign. In contrast, for RUVg normalization, we found a much higher recovery rate (S12D Fig in S1 File). 

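All 2610 genes called with TMM alone were called as rises. Their median log2 fold change was 1.54 with TMM and −0.11 without normalization. At a 20% FDR without normalization, 667 of them passed (25.6%), and 459 of the 667 (68.8%) had the opposite sign, that is, they fell. In edgeR's test on the spike-in scale, 3 of the 2610 rose and 15 fell. Genes of this group include MT-RNR2, at 1.27 with TMM and −0.49 without normalization. From the opposite signs, the paper reasons that TMM distorted the effect of these genes.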

Using 20% FDR for the unnormalized data, we recovered 86% of the normalization specific findings. 

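Of the 483 genes called with RUVg alone, 416 (86.1%) passed at a 20% FDR without normalization, and 0 of the 416 had the opposite sign. Their median log2 fold change was −0.56 with RUVg and −0.58 without normalization. MT-RNR2 and MT-ND1 were among the genes that RUVg values called as falls (−0.47 and −0.57) and unnormalized counts did not; in edgeR's test on the spike-in scale neither passed. With 1 cell line left out, the share that passed at 20% was 45.4% without GM18505, 50.4% without GM19193 and 23.9% without GM19204, and with 4 factors it was 54.8%.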

All of the recovered effects were found in the same direction between the unnormalized data and RUVg normalized data. Taken together, these results highlight the issues in using a global scaling approach, such as TMM, to normalize ribo-seq datasets in scenarios of an expected global shift in mRNA translation, such as acute cellular stress response.

### Spike-in-based RUVg normalization results are consistent regardless of the exact combinations of spike-in oligomers used

To evaluate the robustness of spike-in-based RUVg normalization, we took a subsampling approach. For each iteration we randomly subsampled half of our spike-in quantification data as control genes. We compared RUVg normalization results across ten iterations of subsampling. We first consider the variation in normalized quantifications of spike-in oligomers across iterations of subsampling. For the spike-in comparisons designed to have expected fold changes (i.e. true positives) we found the observed fold changes to have a tight range of values across subsampling iterations (S13A, S13B Fig in S1 File). The deviation of the observed log2 fold change from the expected is centered at zero with the percentage of deviation consistently at around 30% across iterations (33.8% +/- 0.3% of the expected). Similarly when using the expected fold change as the predictor in a linear model for the observed, we found rather consistent regression coefficients across subsampling interactions and the intercept to center at zero (regression coefficients: 0.888 +/- 0.002, intercept:-0.016 +/- 0.027) (S13C, S13D Fig in S1 File). For the true negatives, we found the distribution of fold change to consistently center near the expected zero across iterations (S14A Fig in S1 File) and the proportion of false positive discoveries to consistently fell at ~10% above the expected (S14B Fig in S1 File), which is similar to the results from normalizing using the full set of spike-in oligomers (S9C Fig in S1 File). 

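Drawing 8 of the 16 control rows at random 10 times left the fold changes of the oligomers close to those with all rows. The slope was 0.887 ± 0.011 (SD over 10 draws), the intercept −0.07 ± 0.11 and the deviation 33.1% ± 1.82 of the expected fold change. The draws gave between 10.4% and 22.9% of null comparisons at an unadjusted p under 0.1 (mean 16.9%). Oligomers outside the drawn rows had a mean log2 fold change of −0.09 ± 0.17 (SD) in their null comparisons, of which 26.2% passed on average. The number of genes called under arsenite was 9688 on average, from 9147 to 9907. With rows matched by oligomer identity, the slope over draws was 0.007.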

Qualitatively similar, albeit noisier, results were observed when analyzing only spike-in quantification data that were not included as control genes for normalization (fold change: -0.021 +/- 0.045, proportion false positives: S14C Fig in S1 File).

We next consider the variation in normalized quantifications of endogenous genes across iterations of subsampling. We found an average CV of 14.7% across subsampling iterations (interquartile range: 10% to 17.7%) and the CV decreases steadily as a function of quantification levels (i.e. log2 counts; S15A Fig in S1 File). These properties are similar to the technical variations observed in published RNA-Seq data [30]. 

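Over the 10 draws, the normalized counts of a gene had a coefficient of variation of 18.8% on average (quartiles 15.2% and 22.1%). EIF2S1 had 22.0%, ACTB 21.8%, RN7SL607P 28.0% and RN7SL504P 34.9%. By mean count, the average was 16.4% in the lowest decile of the genes, with mean counts from 1.58 to 7.33, and 20.4% in the highest, from 288.1 to 106752. Across genes, the rank correlation with mean count was 0.264; genes are not independent replicates, since all of them share the 10 draws.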

When comparing the subsampling CV to the across-sample-biological CV (i.e. variations mainly originated from the between treatment group differences) we found the across-sample-biological CV to be more than 4 times higher than the subsampling CV (average at 64.7% vs. 14.7%; P < 2.2e-16; Fig 3E). When limiting the CV comparison to genes with low quantification levels (here we set the quantification cutoff at an average count of less than 32), from which we often see strong overdispersion, we found similar large differences between the biological CV and the subsampling CV (58.5% vs. 15.4%; P < 2.2e-16; S15B Fig in S1 File). 

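The coefficient of variation over the samples averaged 64.7% for all genes, 3.45 times that over draws, and was the larger of both for 99.9% of the genes. For the 4890 genes with a mean count under 32 it was 58.2%, against 17.4% over draws, and for the 7467 others 69.0%, against 19.7%. EIF2S1 had 81.1% over samples, ACTB 78.4% and RN7SL504P 87.1%. Control and arsenite samples are both in this measure, so it holds the treatment effect.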

The large difference between biological CV and subsampling CV indicated that subsampling variations likely had limited contribution to false discoveries, which is in agreement with the stable false positive rates observed across iterations of subsampling (S14 Fig in S1 File). Taken together these results indicated that the spike-in based normalization approach developed here is robust against the exact combination of spike-in oligomers used for the purpose of identifying stress induced differences in mRNA translation.

## Discussion

We developed a panel of 16 spike-in oligomers and a corresponding pooling scheme for applications in ribosome profiling studies to identify acute cellular stress induced changes in mRNA translation across the transcriptome. To evaluate the utility of this set of spike-in oligos, we performed ribosome profiling experiments to identify Sodium Arsenite induced changes in translation level from three LCLs in two conditions, each with two library preparation replicates. Note that the changes in ribosome occupancy level observed here is used as a proxy for the changes in the level of translation, which reflects the combined effect of both transcriptional and translational regulation of gene expression.

Evaluation of spike-in oligomers overall found strong positive correlations between the observed and the expected. At the same time, we identified one oligomer, A2, as potentially problematic. Because of the fact that our design requires a consistent length and has a rather homogeneous base composition across oligomers, we were unable to identify length bias or sequence features associated with unwanted effects. On the other hand, our spike-in oligomers were designed to span a spectrum of minimum free energy (i.e. a numeric proxy for oligomer folding structure) that resembles endogenous miRNAs, which allows us to evaluate the correlations between minimum free energy and the quantitative properties of the spike-in oligomers. We found no significant association between oligomer minimum free energy and the correlation between the observed and the expected oligomer quantification. A lack of correlation observed between spike-in performance and minimum free energy is reassuring, in that the quantification level is in general not biased by the minimum free energy of RNA fragments. On the other hand, we found the outlier A2 oligomer to have the highest minimum free energy of zero among the 16 spike-in oligomers. Unfortunately, because A2 is the only spike-in oligomer with a minimum free energy of zero, we were unable to conclude if a minimum free energy of zero led to the lower correlation between the observed and the expected.

Our analyses on the quantitative property of spike-in oligomers revealed two major unwanted effects, a manufacturing batch effect and a ratio compression effect.

Based on the observed pattern of manufacturing batch effect, we postulate that the between batch variations in either the quantification process from the manufacturer or variations in preparing the stock solution when we first received the oligomers (e.g. different sets of pipetman used or pipetman calibration shifted over time) were the likely culprit. The progressive nature of ratio compression led us to postulate that a consistent pipetting error could have resulted in the observed compression, which is more pronounced at the lower concentration range. These unwanted technical effects will clearly have a negative impact on a study relying on a standard-curved-based absolute quantification approach. On the other hand, their potential impact on results from a factor-analysis-based relative quantification approach is expected to be limited: unwanted effects that are not shared by endogenous genes, especially the ones that are properly randomized across the effect of interest, such as the oligomer manufacturing batch effect and ratio compression effect observed here, will have limited contribution to the test results when fitted as covariates in the linear model for differential expression.

In contrast to features that are unique to spike-in oligomers, features that are shared between spike-in oligomers and endogenous genes are the critical attributes forming the basis of spike-in-based RUVg normalization. RUVg has previously been used for spike-in-based normalization [1]. Risso et al. have shown that using ERCC spike-in as control genes for RUVg normalization appeared to outperform other popular methods, despite the fact that certain key assumptions of the RUVg normalization method were violated [1]. Following work from Risso et al. we used RUVg to perform spike-in-based data normalization. In the RUVg framework, these spike-in oligomers are treated as control genes and the differences in quantification levels found between samples in these control genes are used to estimate unwanted factors. A key assumption made by this approach is therefore that the spike-in oligomers shared the same impact from the unwanted factors with the endogenous genes. As an example of unwanted effects, we visualized the impact of library preparation batch effects comparing between spike-in oligomers and endogenous genes (S16 Fig in S1 File). Overall, we found a rather similar trend between spike-in oligomers and endogenous genes, with the exception of a bump in the middle of the distribution (S16 in S1 File), which could potentially be attributed to sampling variation.

Applying RUVg normalization to our stress response ribo-seq dataset, using our 16 spike-in oligomers as control genes, preserved the expected global reduction in mRNA translation in response to stress treatment and slightly increased power for detecting differences. Although the power increase was rather limited, RUVg normalization increased accuracy in fold change estimates, as was indicated by the increase in regression coefficient (i.e. approaching the expected value of one) of a linear model fit between the observed and the expected fold changes for control spike-in oligomers. This regression coefficient increase was observed consistently across subsampling from groups of spike-in oligomers. As the first study evaluating the panel of spike-in oligomers, we paid careful attention to avoid introducing biases. Importantly, we did not attempt to increase sequencing coverages only for libraries that appear to have lower coverages (a rather common practice for sequencing studies). This is especially relevant for our study, because most (if not all) of the low coverage libraries are from the treated group; by submitting only libraries from the treated group for additional rounds of sequencing we will introduce bias in the data. Our careful experimental design and operation in conjunction with the large effect from stress treatment likely resulted in the majority of differentially translated genes readily detectable without normalization, which could explain the limited power increase from RUVg normalization. On the other hand, deliberately introducing sequencing coverage differences between samples in future studies will be useful for evaluating the robustness of our spike-in-based RUVg normalization approach against such bias.

A fundamental feature of our study design is the expected fold change of the same oligomer between samples receiving different pools of spike-in oligomers. This expected fold change (or the lack of it) is determined during spike-in pool preparation and this determination is independent of the samples and the downstream experimental conditions. We used the expected fold changes to construct true negatives and true positives, which we used as the yardstick to evaluate our results from quantitating spike-in oligomers. An underlying assumption of this approach is an unbiased (e.g., equal) loading of spike-in oligomer pools between samples. An important decision we made for this study is therefore the loading reference used to determine the amount of spike-in pools to add to each sample. Given that we are working with cultured cells and are testing for differences in cellular response to acute stress, a straightforward choice for loading reference would be the number of cells in each sample. However, our preliminary results indicated high variability between cell counts. Instead, we used the amount of digested macromolecular RNA as our loading reference, which assumes no stress-induced macromolecular RNA turnover within the 30-min treatment time window. Our choice of loading reference is supported both by the literature and by our results from quantitating the between-pool fold change for each spike-in oligomer, which, as mentioned above, is independent of the choice of loading reference. Although, in theory, the amount of loading control used could be determined in absolute scale (i.e. final molar concentration of spike-in oligomers) and the between sample loading variation could then be estimated as unwanted factors by RUVg. In reality, how such an approach would perform requires further investigation with a different study design.

Our spike-in oligomers, when used as control oligos, clearly demonstrated the dramatic consequences of using a global scaling normalization approach to transform ribo-seq data collected from an acute cellular stress response study. When evaluating the expected true negatives constructed based on our spike-in pooling design, we found an extremely high proportion of false discoveries in TMM normalized data. In contrast, in data without normalization or normalized using the spike-in-based factor analysis approach we found the proportion of false discoveries to consistently fall slightly above the expected. When evaluating the expected fold changes of true positives, we found TMM normalization to shift fold changes based on differences in sequencing coverage between libraries. In the current dataset, such shifts ended up creating both false positives and false negatives. We want to emphasize here that the troubling results observed from TMM normalization does not indicate problematic behaviors of the TMM normalization method per se. Instead, it reflects the consequences of violating an important underlying assumption for all global scaling normalization approaches, i.e. any systematic shifts were assumed to be experimental artifacts. In contrast, a factor-analysis-based normalization approach doesn’t stipulate such an assumption. In our analysis, using spike-in oligomer quantification as controls genes, RUVg normalization maintained the expected global reduction of ribosome occupancy level in the treated samples, despite heavily transforming the data (i.e., removing the top three unwanted factors).

In order to keep the linear model parameterization consistent across comparisons, in our differential expression tests, we extracted normalized counts from RUVg as input data. While we designed our study this way to keep a fair comparison between normalization approaches, for studies focusing on identifying genes that are differentially translated, we suggest following RUVg authors’ advice to fit these unwanted factors as covariates. By extracting the normalized counts (i.e. equivalent to regressing out the unwanted factors), one risks potentially removing biologically relevant variations. These considerations are not unlike the ones to contend with when using a typical linear modeling approach for adjusting batch effects. Similarly, when deciding on the number of k to fit as covariates, the degrees of freedom available from the dataset could put some constraints on the available options. The costs and benefits of including additional samples should therefore be carefully considered during study design in order to enable effective factor-analysis-based normalization.

While our study aimed specifically to address the unmet need of external standards for transcriptome-wide profiling of translational regulation in stress response, the exceedingly high proportion of false positives observed as a result of applying TMM normalization to our oxidative stress response ribo-seq dataset and the almost ubiquitous use of global scaling normalization approaches in the field of genomics prompted the following unsettling question: How common have such error occurred without the researchers acknowledging it? It is easy to envision scenarios of subtler global shifts in gene expression for studies comparing between developmental stages or testing for drug treatment effects. Without appropriate use of external standards, these subtle shifts could escape researchers and the subsequent application of global scaling normalization will lead to distortion of effect size, which, as we have shown, results in both false positives and false negatives. On the other hand, while an appropriate application of external standards could safeguard against such pitfalls, further studies to identify effective approaches for determining the amount of spike-in oligomers to use for each sample is needed. Nonetheless, a collective consciousness in reducing experimental biases and a wide adoption of external spike-in oligomers could enable future retrospective meta-analyses to provide insight.

## Materials and methods

### Cell culture and oxidative stress

Three lymphoblastoid cell lines (LCLs) (GM18505, GM19193, and GM19204), each derived from a separate Yoruba people from Nigeria, were purchased from Coriell Institute for Medical Research (NIGMS Human Genetic Cell Repository). The cells were maintained at 37°C with 5% CO_2_ in RPMI media supplemented with 15% FBS, 2 mM L-glutamate, 100 IU/ml penicillin, and 100 μg/ml streptomycin, in accordance with instructions provided by Coriell. Of note, cell cultures were vigilantly maintained at a cell density between 600,000 to 700,000 cells/ml to avoid inadvertent induction of stress response. To induce oxidative stress, cells were treated with 134 μM (i.e. the final concentration in cell culture) Sodium Arsenite (NaAsO_2_; Sigma-Aldrich, Cat # S7400), a heavy metal oxidative stressor, for 30 minutes in otherwise the same cell culture conditions. For the control group, nuclease free water was used in place of the Sodium Arsenite solution. After treatment, cells were pelleted by centrifugation at 100g for 10 min and washed twice with cold PBS (4°C). Cell pellets were flash frozen in liquid nitrogen and stored at -80°C.

### Western blot

Proteins were prepared from flash frozen cell pellets using M-PER Mammalian Protein Extraction Reagent (Thermo Scientific, Cat # 78503) following vendor’s instructions. Protein concentration was estimated using bicinchoninic acid (BCA) assay (Pierce™ BCA Protein Assay Kit, Cat# 23227) and 5 μg of proteins from each sample were used for western blot. All antibodies (e.g. anti eIF2α, anti Phospho-eIF2α) used were purchased from Cell Signaling Technologies (S2 Table in S2 File). XCell II Blot module was used for wet electrophoretic transfer of proteins from SDS-PAGE gel to nitrocellulose membrane (Biorad, Cat # 1620145, 0.45 μm) in Tris-Glycine Electroblotting buffer (National Diagnostic, Cat # EC-880). ProtoBlock Solution (National Diagnostics, Catalog number: CL-252) was used for blocking the nitrocellulose membrane following manufacturer’s instructions. After wet transfer, membranes were incubated with ProtoBlock solution for 1 hour at room temperature before overnight incubation with primary antibodies at 4°C (in blocking solution). After primary antibody incubation, membranes were washed in TBST buffer for three times (5 minutes each) before incubation with HRP conjugated secondary antibody for 2 hours at room temperature (in blocking solution). After secondary antibody incubation, membranes were washed three times in TBST buffer for 5 minutes each. ProtoGlow ECL (National Diagnostics, Cat # CL-300) and HyBlot CL autoradiography films (Thomas Scientific, Cat # NC1601219) were used for signal detection. Quantification of digital images was performed using ImagJ.

### Spike-in oligomers

Spike-in oligomer sequences were designed following Lutzmayer et al. [28]. While we followed the design principle and the programming scripts developed by Lutzmayer et al. a few key aspects were modified to suit our purpose of using these oligomers as external standards in ribosome profiling experiments for human samples. Instead of mimicking the free energy profile and base composition of *Arabidopsis* miRNA, our design mimics human miRNAs. In addition, we extended the oligomer length to 28 nts with flanking random tetramers to mimic ribosome footprint length. We generated/selected 1000 permutations of 20 nts RNA sequences that have a base composition resembling human miRNA (calculated based on a high confidence set of 896 miRNA sequences downloaded from miRBase [31]). Seven of these permutation sequences mapped to the human genome and were therefore removed. For the remaining 993 permutations of RNA sequences, we added random tetramers to each end of the sequence, which resulted in 993 sets of 65,536 sequences. Using RNAfold [32], we determined the minimum free energies of all sequences. Based on the minimum free energy profile, we selected a total of 16 sequences (S1 Table in S2 File), each from a different set, to produce spike-in oligomers for the current study. These 16 spike-in oligomers were purchased in two separate batches (S1 Table in S2 File) from Sigma Aldrich and resuspended in 10 mM Tris (pH 8) to a stock concentration of 100 μM based on the quantifications provided by the vendor. To create the final spike-in pools used in experiments, four spike-in mixes (A, B, C, D) each composed of 4 different oligomers (1,2,3,4) in eight-fold concentration increments were created separately through 2-fold serial dilutions. The four mixes (A, B, C, D) were then combined in a defined ratio of (2%,6%,22%,70%) in 3 permutations to create 3 different spike-in pools each have individual oligomers in different concentrations but together covering the same concentration range (Fig 1A). The working solution for spike-in pools was prepared in a weight concentration of 50 pg/μl, which we found convenient for an application of 50 pg spike-in pool for each 1μg of digested macromolecular RNA before gel isolating the ribosome footprints.

### Ribosome profiling

Ribosome footprint profiling experiments were performed following the ligation free protocol described in Hornstein et al. [33] with a few specific modifications made for the current study. Key steps include, RNase I digestion to generate ribosome protected fragments (100 U per 200 μl of cell lysate), size exclusion spin column (Sephacryl S400, GE: 27-5140-01) isolation of ribosomes, spike-in oligomer control addition, gel isolation of ribosome footprints, sequencing library construction using Clontech SMARTER smRNA SEQ KIT (Fisher Scientific: NC1098027), rRNA depletion using subtraction oligo [34], and finally PCR amplified Indexed libraries were pooled to sequence on an Illumina HiSeq 4000. For incorporating spike-in oligomers, for each sample, 50 pg of spike-in pool was used for each 1μg of digested macromolecular RNA.

### CRISPR/Cas9 targeted depletion of rRNA

CRISPR/Cas9 mediated rRNA removal was performed following Han et al. [35] and Mito et al. [36]. Ten target-specific oligomers for rRNA (see sequences in Han et al. [35]) were ordered from Sigma Aldrich and separately PCR amplified to prepare each oligomer as the template for in vitro transcription (T7-Scribe™ Standard RNA IVT, CELLSCRIPT, Cat# C-AS3107) to produce guide RNAs. CRISPR/Cas9/gRNA solution for the targeted removal of rRNA sequence was prepared and applied to ribo-seq libraries following Mito et al. [36].

### Data processing

#### Sequencing read processing and mapping

Sequence reads were processed and mapped to the human genome following a modified procedure used by Ingolia et al. [34]. Before aligning to the genome, the adapter and polyA sequences as well as 4 nucleotides at the 5’ end were removed from each read using FASTX-Toolkit. Processed reads mapped to a reference FASTA file composed of human rRNA, tRNA and snoRNA sequences were removed. The remaining sequence reads were mapped to the GRCh38 human genome using TopHat2 [37] with splice-junction information from GENCODE GTF (release 37). The mapping procedure allowed a maximum of 2 mismatches and only uniquely mapped reads were retained. Levels of mRNA translation were estimated by counting the number of ribosome profiling reads aligning to each gene based on GENCODE annotation (i.e. the ENSG entries) using featureCounts [38].

#### Data filtering and transformation

To focus our analysis on sufficiently quantitated genes, we only analyzed genes containing at least one sequencing read from each sample, which resulted in a dataset including 12,357 genes (Data S1). For spike-in oligomers, all available quantifications were included in the analyses. Unless otherwise specified, before downstream analyses, count data were log2 transformed after the addition of 0.25 pseudo-count to avoid creating singular values in log scale.

#### Analyses

Statistical analyses were performed in the R statistical computing environment (version 4.0.4). Linear regression analyses were performed using the lm() function. Spearman and Pearson correlations and corresponding tests were performed using cor() and cor.test(). Student’s t-Test were performed using t.test(). Wilcoxon Rank Sum tests were performed using wilcox.test().

### Normalization

TMM normalization was performed using the cpm() function from the edgeR package [39] with effective library size calculated using the calcNormFactors() function. Default parameters were used for the trimmed mean of M value calculation.

RUVg normalization was performed using the RUVSeq package [1]. Factor analysis for identifying unwanted variables was performed by applying the RUVg() function on raw ribo-seq counts using the default settings with the spike-in oligomers as control genes. Note that the factor analysis was done on count data after filtering out genes that do not have at least one count per sample, but without the commonly applied preprocessing of upper quartile normalization, which could remove biologically meaningful coverage differences resulting from the stress treatment. RUVg normalized counts were extracted using the normCounts() function for downstream analyses to visualize the impact of normalization.

### Differential expression tests

Differential expression analyses were performed using the limma package [40]. After processing with various normalization and transformation procedures, functions lmFit() and eBayes() were applied sequentially to perform differential expression tests under a linear modeling framework. When testing for treatment effect for endogenous genes, both library construction batch and donor identity were fitted as covariates in the linear model. More specifically, for each gene, expression level E across sample j is modeled by the treatment effect T as the predictor and the library batch effect B and the cell line effect C as covariates in the following equation:

$$E_{j}=\mu +\beta_{1}T_{j}+\beta_{2}B_{j}+\beta_{3}C_{j}+\varepsilon_{j}$$

Where *μ* is the intercept term and *ε* is the residual. To identify differentially expressed genes, we tested the null hypothesis of *β*_1_ is zero using the empirical Bayes moderated t-statistics from the eBayes() function. False discovery rates were calculated using the Benjamini-Hochberg procedure.

## Supporting information

S1 File Supplemental S1 to S16 Figs.

S2 File Supplemental S1-S3 Tables.

S1 Data Ribo-seq count table for all genes analyzed.

# Supplementary material for: Transcriptome-wide profiling of acute stress induced changes in ribosome occupancy level using external standards
**Source:** PLoS One. 2023 Nov 21;18(11):e0294308. doi: 10.1371/journal.pone.0294308
**Supplement:** S1 File

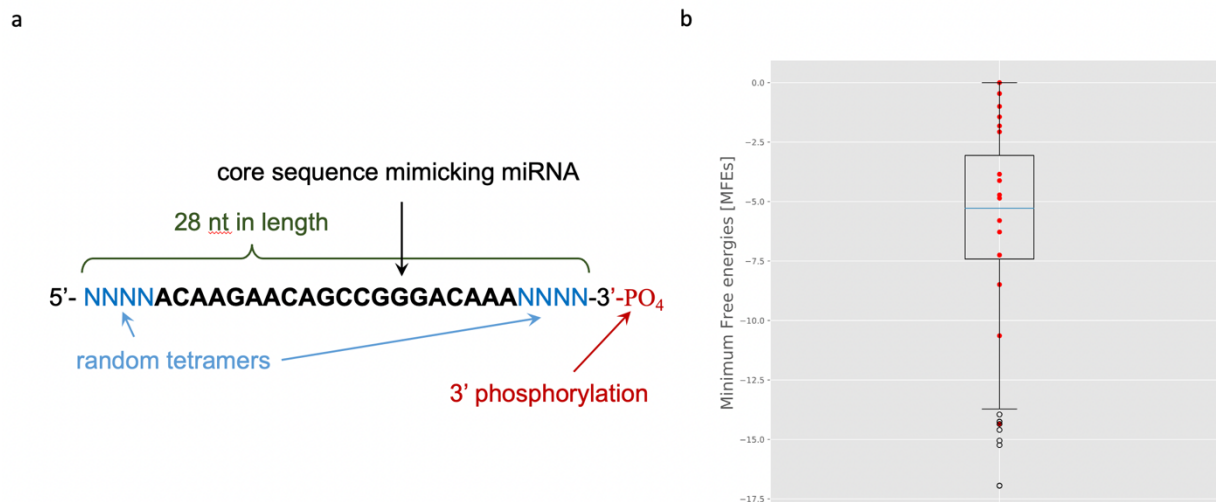

Figure S1. Spike-in oligomer design. (a) Diagram illustrating key features of spike-in oligomers. (b) Minimum free energy profile of 16 spike-in oligomers used in this study (red data points) plotted on top of a boxplot summarizing the minimum free energy profile of endogenous human miRNAs. The maximum and minimum values for the boxplot (i.e. the whiskers) are defined by the miRNAs with minimum free energy values closest to (but without exceeding) 1.5 times of the interquartile range extending from the box.

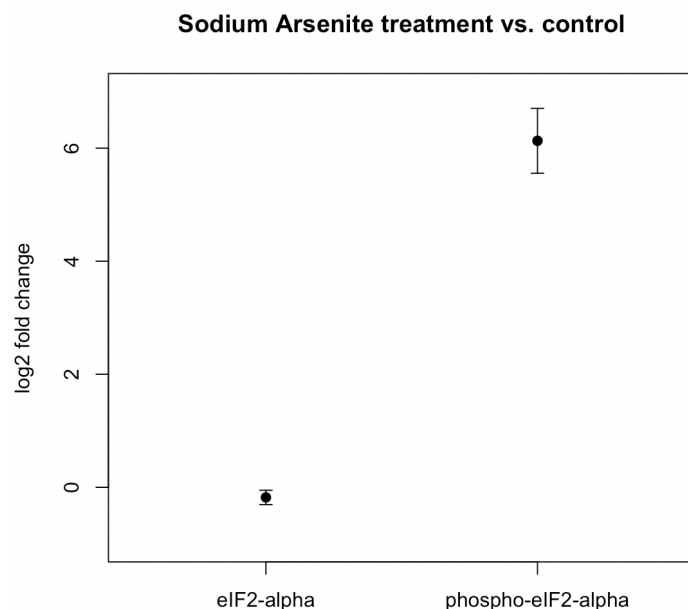

Figure S2. Sodium Arsenite treatment induced acute cellular stress response. Quantification of eIF2-alpha phosphorylation using specific antibodies indicated a strong induction in response to the stressor treatment without changes in eIF2-alpha protein level. Data points and error bars represent the mean fold change between treatment and control $\pm$ 95% confidence interval.

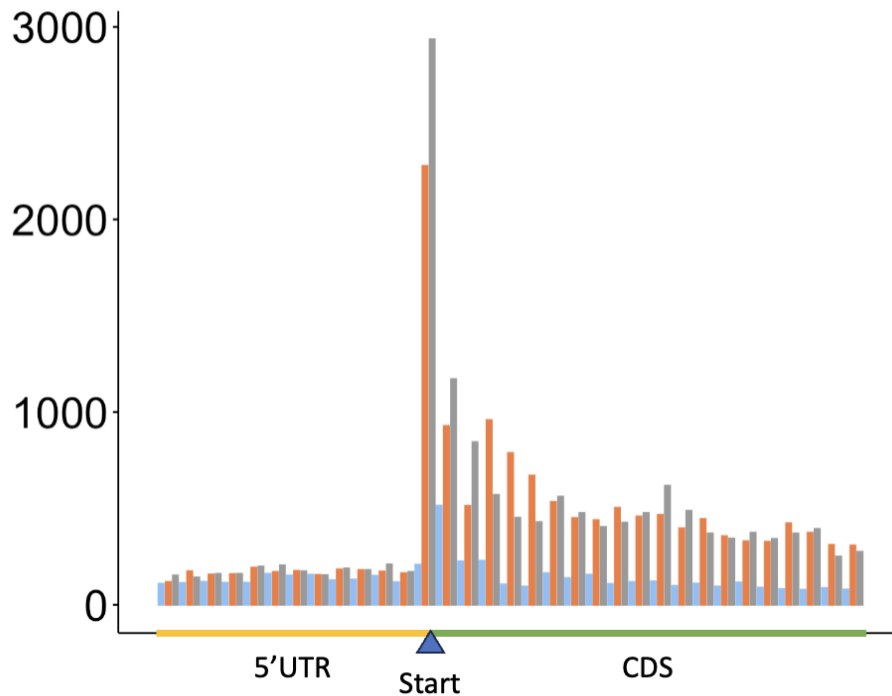

Figure S3. Ribo-seq reads aggregated across known coding genes at the start codon region show clear subcodon periodicity patterns at the expected positions. The aggregate counts (y-axis) are plotted against the nucleotide positions (x-axis) relative to the annotated start codon (blue triangle).

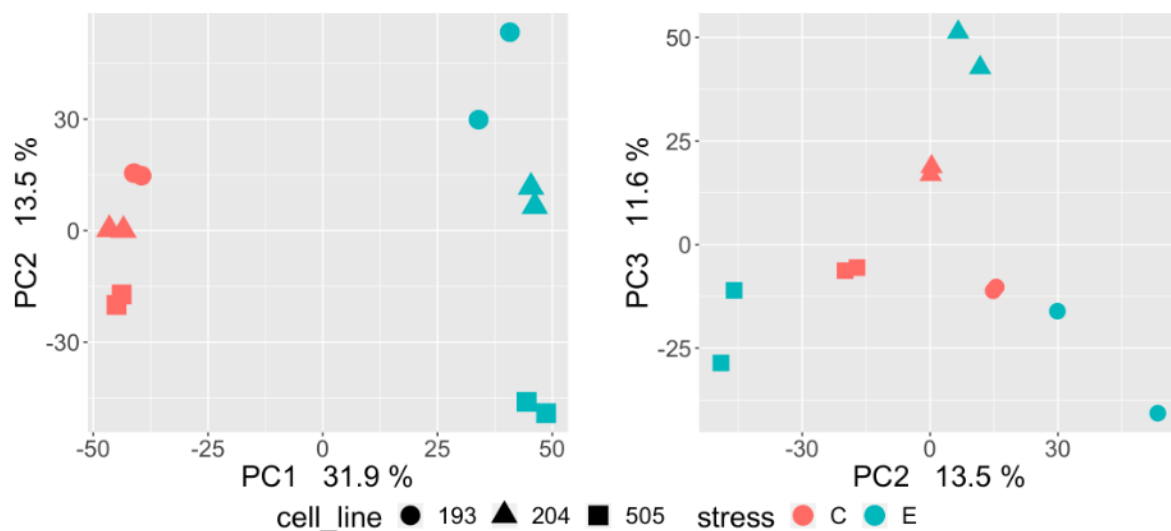

Figure S4. The major variation in the ribo-seq dataset originates from the stress treatment and the variation between the three cell lines. Scatter plots presenting results from principal component analysis. Each data point represents a sample projected onto each of the top three principal components that together explained 57% variance of the data.

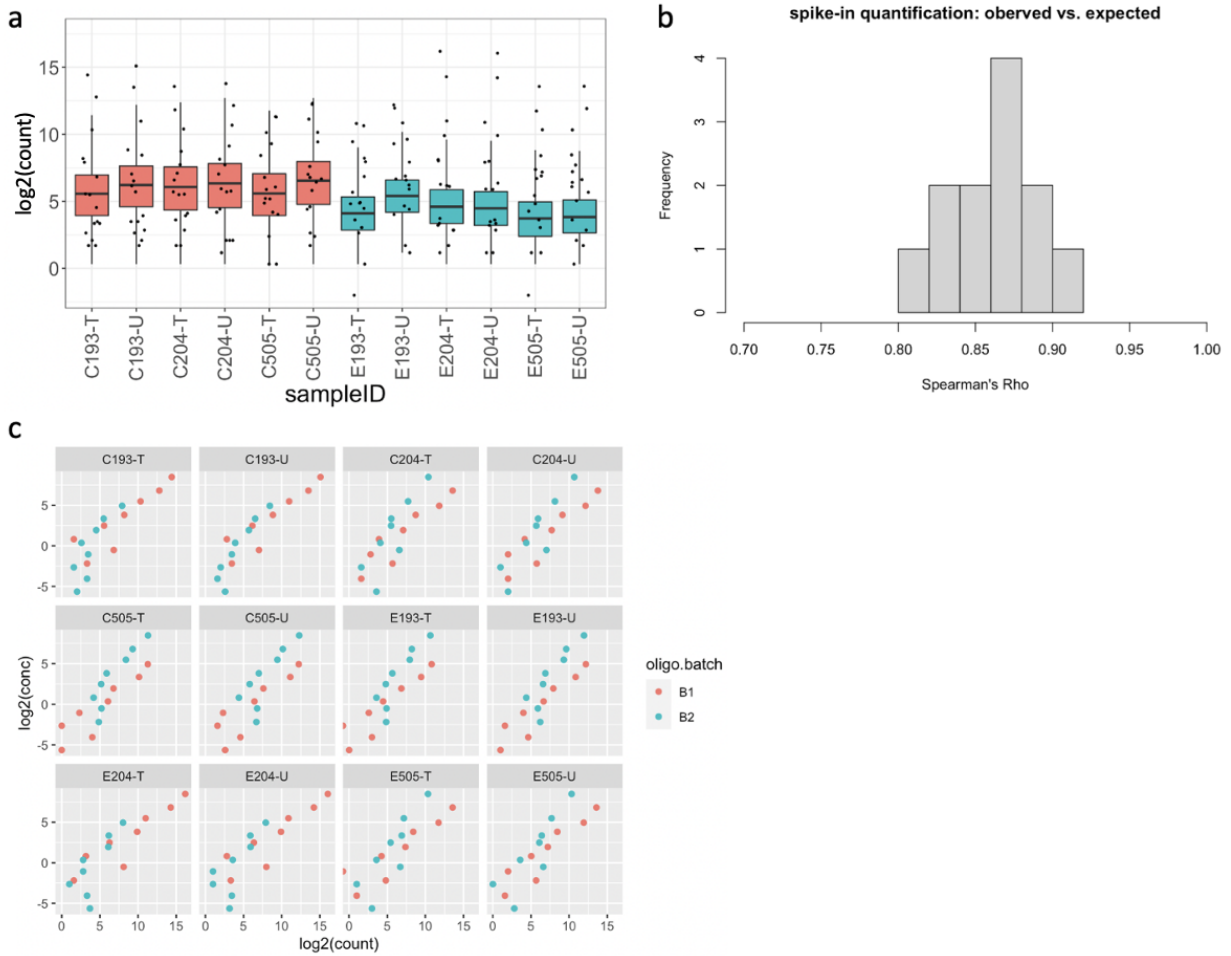

Figure S5. Quantitative ranges and the correlations between the observed and the expected quantifications for the 16 spike-in oligomers. (a) Boxplots summarizing the overall distribution of ribosome occupancy level for all analyzed genes overlaid with data points indicating the quantification level of each of the 16 spike-in oligomers. Boxes are color coded to distinguish control samples (red) from Sodium Arsenite treated samples (blue). The maximum and minimum values for the boxplot (i.e. the whiskers) are defined by the genes with quantification levels closest to (but without exceeding) 1.5 times of the interquartile range extending from the box. (b) Histogram summarizing the distribution of Spearman's Rho between the observed (log₂ counts) and the expected (log₂ concentration) across 12 samples. (c) Quantifications of spike-in oligomers (log₂ counts) plotted against the expected (log₂ concentration) for each individual sample. Each data point represents a spike-in oligomer and the color code indicates the manufacturing batch. Individual panels are labeled with abbreviated sample information (e.g. C505-T indicates a control sample [C] of cell line GM18505 [505] from the library preparation batch T [T]).

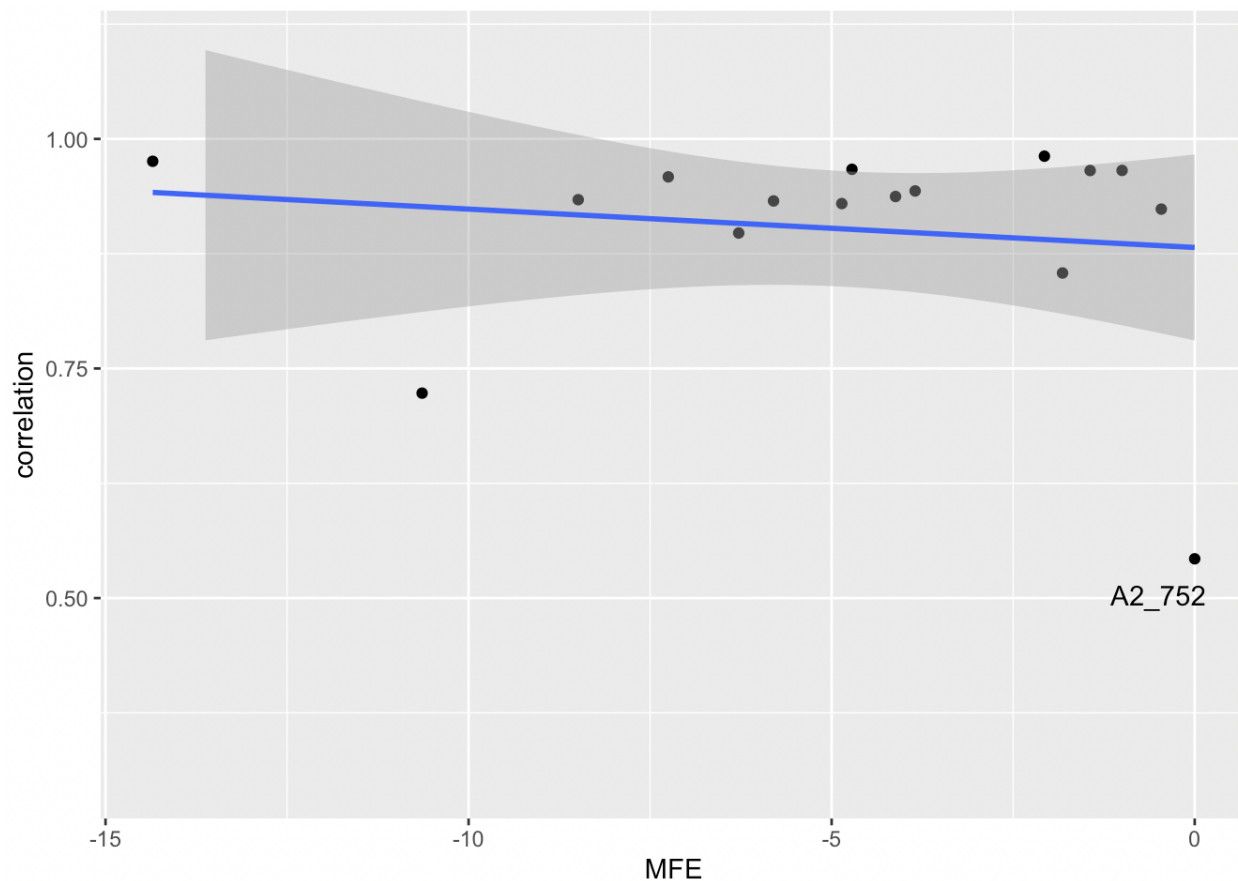

Figure S6. A scatter plot visualizing the association between spike-in oligomer Minimum Free Energy (MFE) and the Pearson correlation coefficients calculated between the observed and the expected quantification for spike-in oligomers. The blue trend line and the corresponding grey shaded area represents the regression coefficient of a linear model fit using MFE as the predictor and the corresponding 95% confidence intervals.

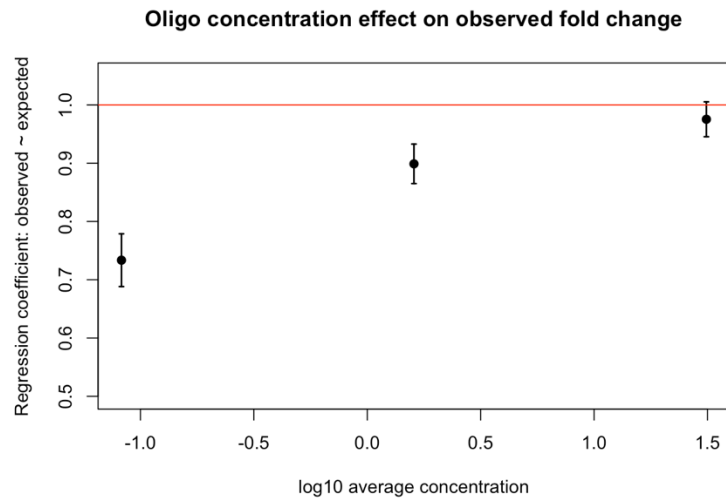

Figure S7. Quantifications for spike-in oligomers used in lower concentrations show lower correlations to the expected. Oligomers were stratified into 3 concentration strata and the average concentration (x-axis) for each stratum is plotted against the regression coefficient calculated from using the expected fold change as predictor for the observed. Red horizontal line marks the slope of 1. Error bars represent the standard error of regression coefficients from each concentration stratum.

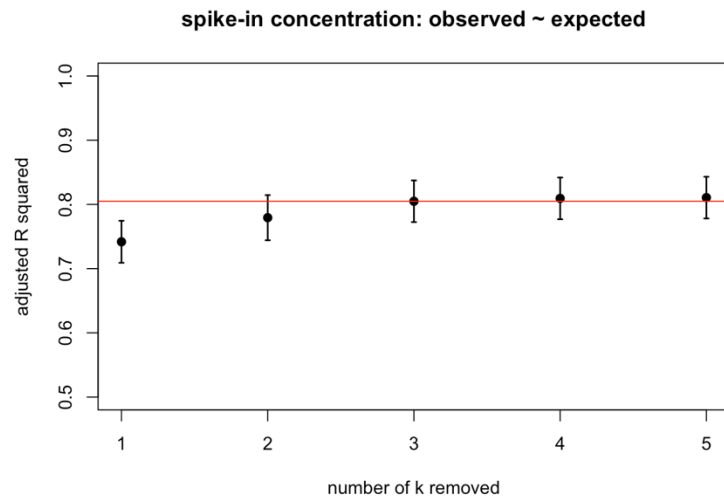

Figure S8. Evaluating the impact of spike-in based RUVg normalization on subsampled spike-in quantifications. Spike-in oligomers were randomly divided into two equal size groups and one group was used as control genes for estimating hidden unwanted variables (k) while the other group was used to visualize the impact of incrementally removing unwanted variables on the correlation. R-squared of a linear regression fit between the observed and expected spike-in quantifications were plotted against the number of k removed. The error bars represent the standard error of R-squared across 10 iterations of random subsampling. The red horizontal line marks the mean R-squared resulted from removing 3 unwanted variables (i.e. $k = 3$).

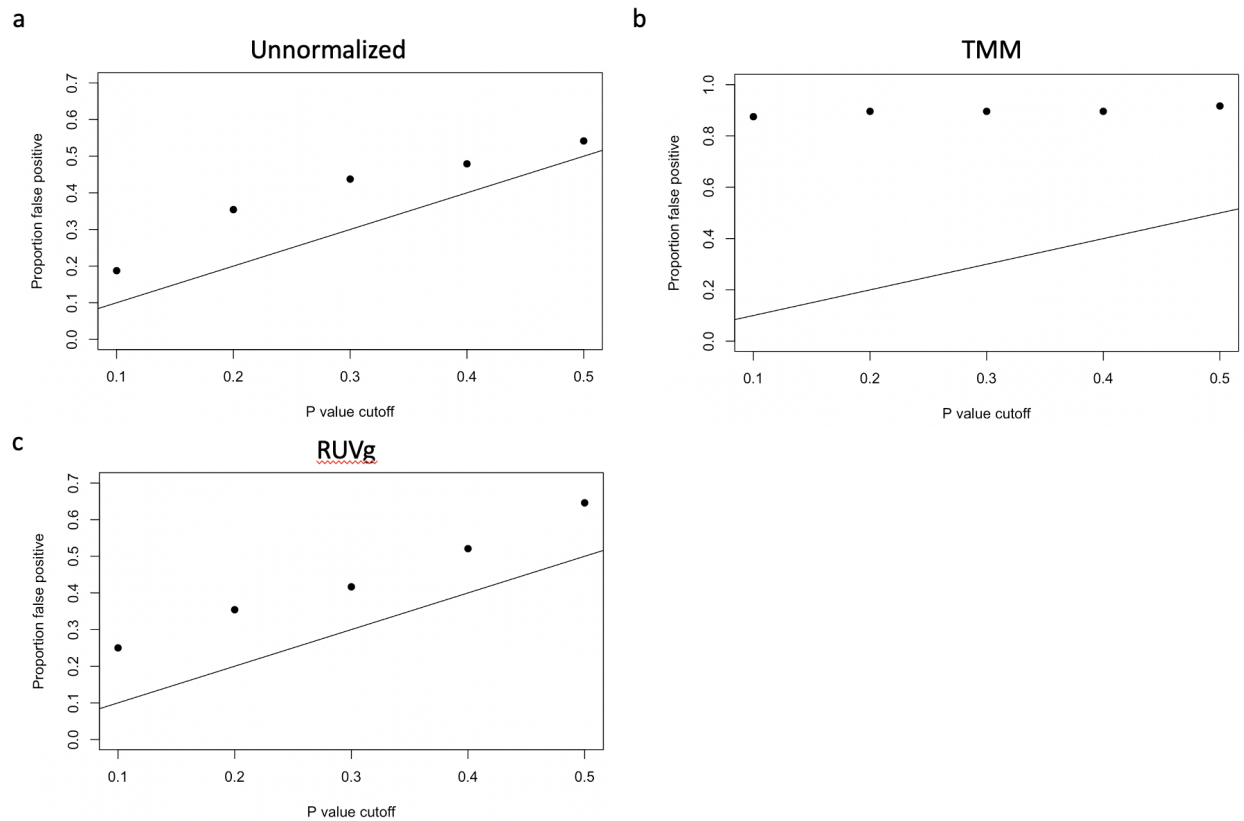

Figure S9. Proportion of significant differences found in spike-in constructed null comparisons across a range of P value cutoffs. The black line marks the expected proportion of false positives. (a) log2 transformed count data (b) TMM normalized log2 count (c) RUVg normalized log2 count (using spike-in oligomers as control genes).

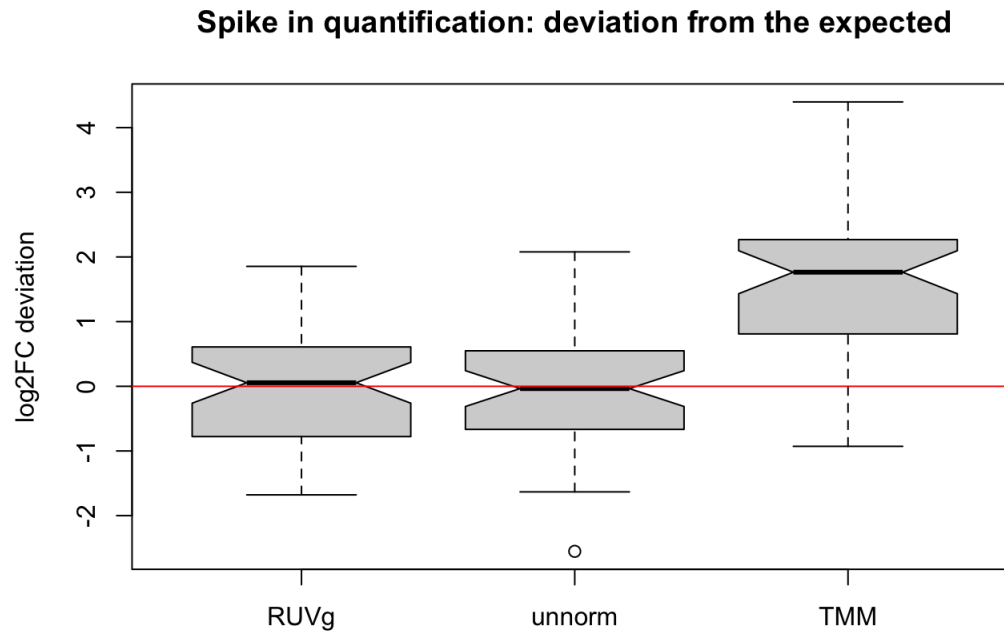

Figure S10. Boxplots comparing deviations from the expected fold change for spike-in constructed true positives between results from spike-in based RUVg normalization (RUVg), without normalization (unnorm) and TMM normalization (TMM). The maximum and minimum values (i.e. the whiskers) are defined by the data point with value closest to (but without exceeding) 1.5 times of the interquartile range extending from the box. The red horizontal line marks the expected 0 deviation.

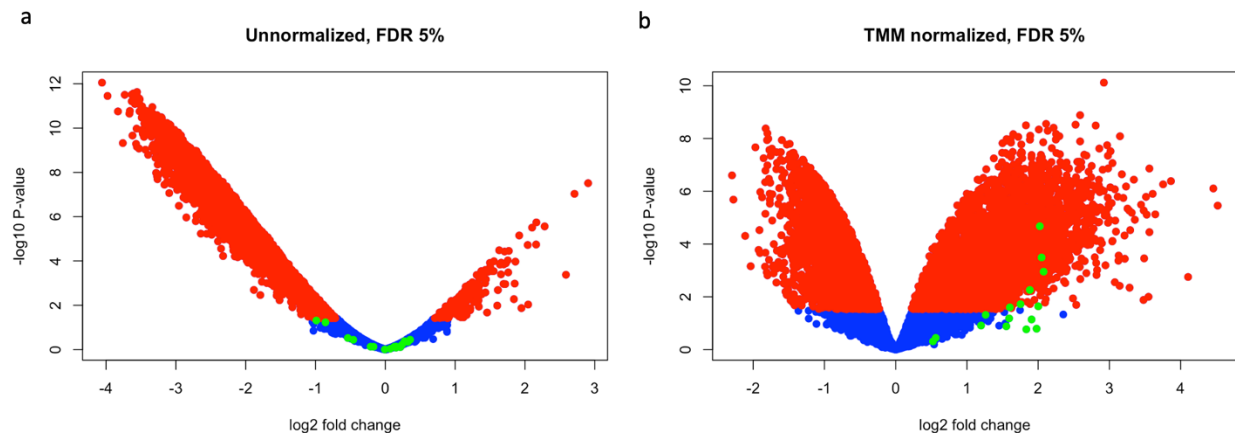

Figure S11. Volcano plots showing the relationship between fold change (treatment versus control) and p value from differential expression tests for (a) Data without normalization (unnormalized) and (b) TMM normalized data. Data points are color-coded in green for spike-in oligomers, in red for endogenous genes that are significantly differentially expressed at 5% FDR, and in blue for endogenous genes that are not differentially expressed.

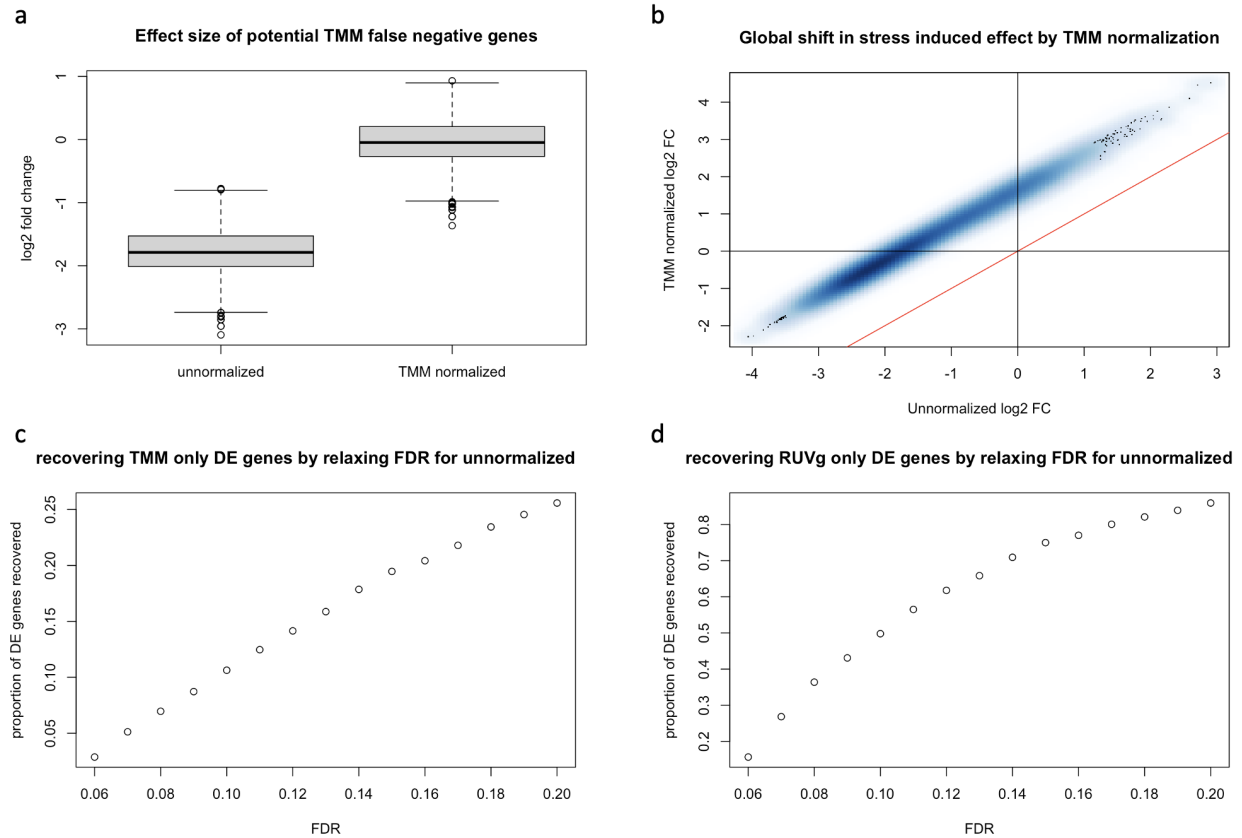

Figure S12. Impact of TMM normalization on stress response ribo-seq data. (a) Boxplots summarizing effect size change from TMM normalization for differentially expressed genes found in unnormalized data but not in TMM normalized data. The maximum and minimum values (i.e. the whiskers) were defined by the data point with value closest to (but without exceeding) 1.5 times of the interquartile range extending from the box. (b) A smoothed color density representation of a scatter plot showing the impact of TMM normalization on stress induced translational changes. All endogenous genes deemed sufficiently quantitated were included in the plot with color density proportional to the number of genes presented in each unit region (bin) of the plot. Black lines marked 0 fold change genes for each dataset. Red line marked the perfect correlation (i.e. an intercept of 0 and a slope of 1). (c,d) Proportion of differentially expressed genes found only in normalized data that were recovered by relaxing significance cutoffs (x-axis) for differential expression tests performed on data without normalization. Note the low recovery rate from TMM normalized data (c) in contrast to the high recovery rate from spike-in based RUVg normalized data (d).

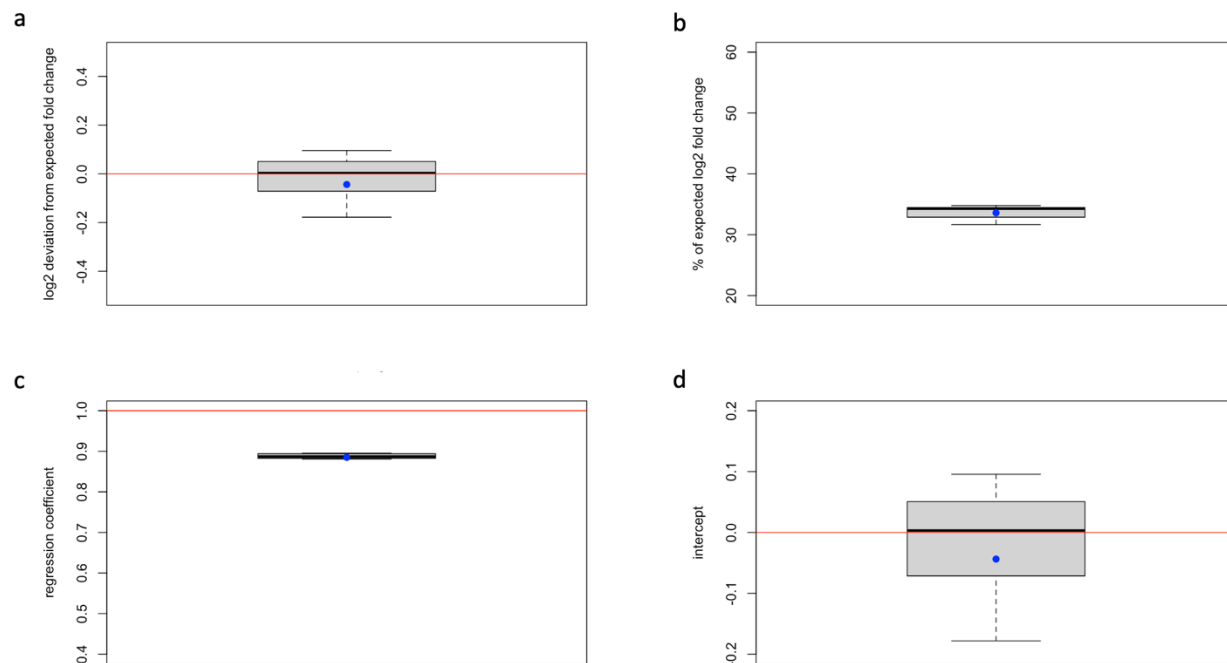

Figure S13. Boxplots summarizing the range of values observed from spike-in constructed true positives across 10 iterations of random subsampling. (a) Deviation from the expected fold change (b) Deviation from the expected fold change standardized by effect size (c) Regression coefficient from using the expected fold change as the predictor (d) Intercept calculated from using the expected fold change as the predictor. The red horizontal lines mark the ideal value. The blue data point marks the value calculated from using the full set of spike-in oligomers.

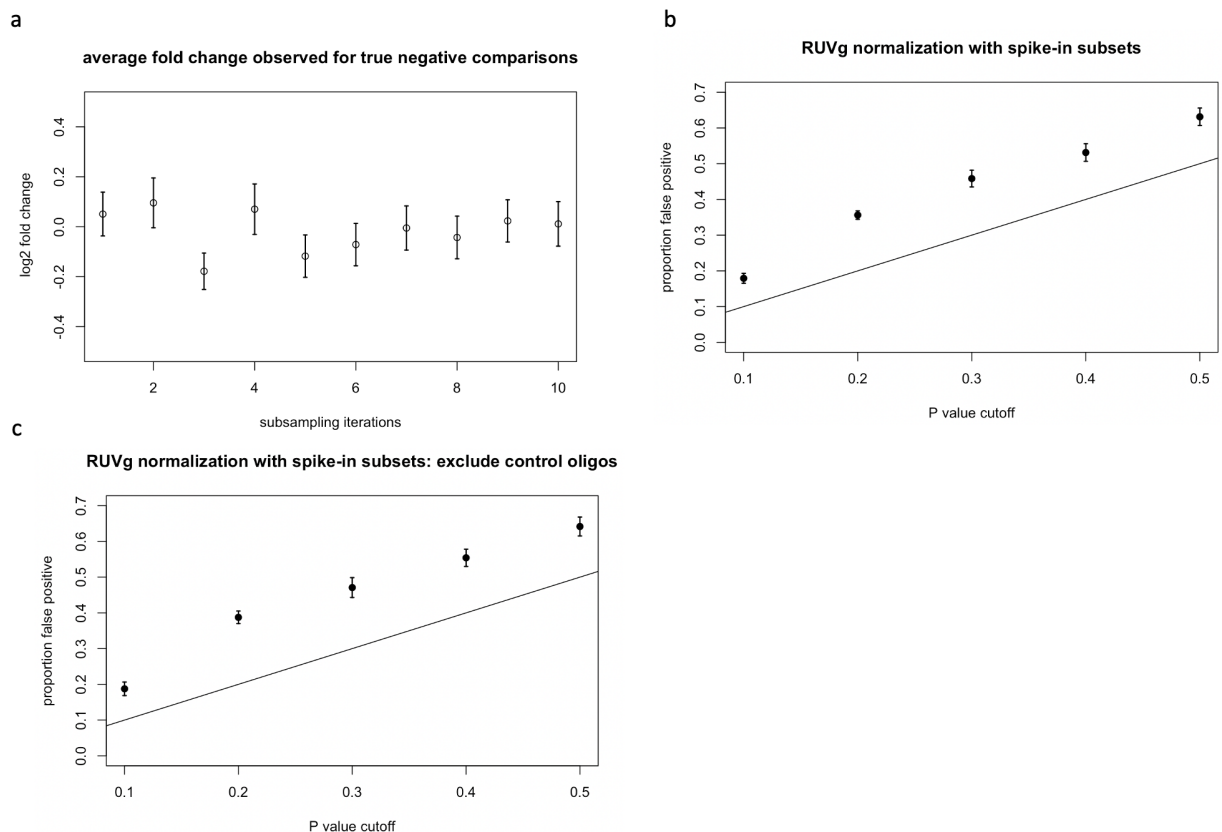

Figure S14. Observed fold change and proportion false positives from spike-in constructed null comparisons across 10 iterations of random subsampling. (a) Observed fold change, error bars represent the standard error across null comparisons, which were constructed using test group oligomers. (b) Proportion false positives, error bars represent the standard error across 10 iterations of random subsampling. The black line marks the expected proportion of false positives. (c) Same as (b) only that the oligos used as control genes were excluded from the plot.

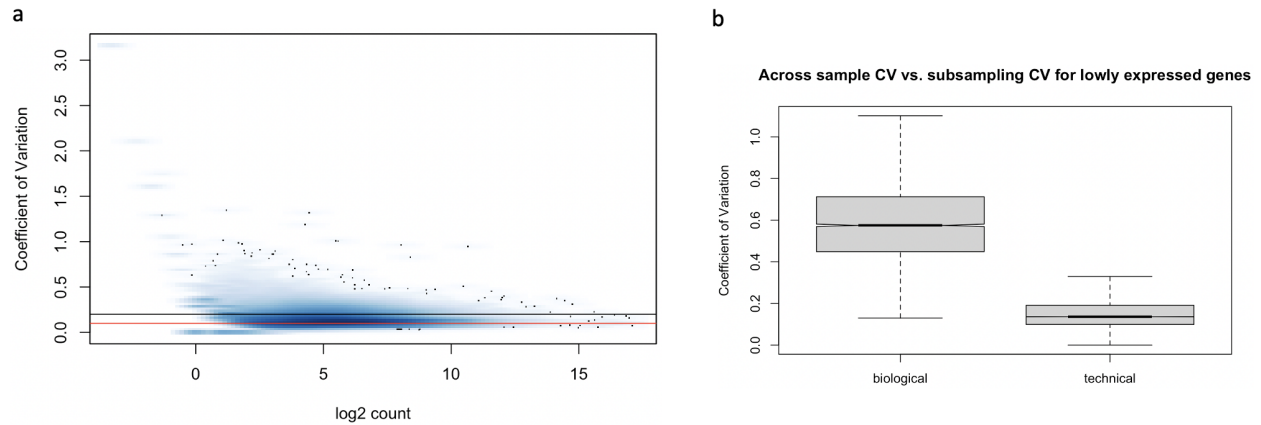

Figure S15. Spike-in based RUVg normalization is robust against the exact set of oligomers used as control genes for the purpose of detecting differential expression in stress response experiments. (a) A smoothed color density representation of a scatter plot showing the mean variance trend of the variations introduced by spike-in oligomer subsampling. The color density is proportional to the number of data points presented in each unit region (bin) of the plot. The red and black horizontal lines marked CV values of 10% and 20%, respectively. (b) Boxplots comparing between the across sample biological CV to the across subsampling technical (normalization) CV for endogenous genes that have an average count of less than 32.

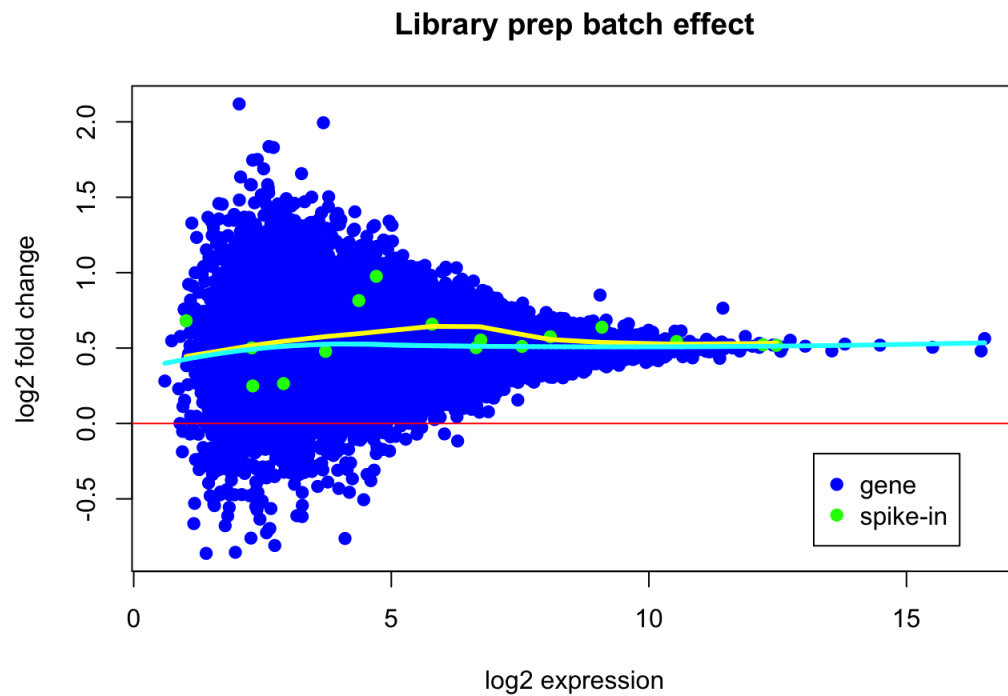

Figure S16. An M-A plot visualizing impact of library preparation batch effect on the quantification of endogenous genes and spike-in oligomers. Color code for data points are presented in the inset. Red horizontal line marks no differences between library preparation batches; loess trend lines were calculated separately for endogenous genes (cyan) and for spike-in oligomers (yellow) using an α of 95%.

# Supplementary material for: Transcriptome-wide profiling of acute stress induced changes in ribosome occupancy level using external standards
**Source:** PLoS One. 2023 Nov 21;18(11):e0294308. doi: 10.1371/journal.pone.0294308
**Supplement:** S2 File

Supplemental Tables

Table S1 - Spike-in Oligomers

name	RNA_Sequence
**Batch 1**	
A1	AACGCCCAGAAACGCCCCGACAAGGCGG
A2	AAAUAAACCACGAAGAGCCCAAGAGAUUA
A3	GUUCGACACAGGGGAAAGGGGGGAGAGG
A4	CAUGACACACAAGGGGACAAAAGGUCGG
B1	CAUACAAAAAGAGGGAAGCAAGGGUAGA
B2	UACCGCAAGACAGGAACCGAGAGAGUUA
B3	GUUUCCCCAGAAGAGACCCGCCGCGACC
B4	GUCAGACAAGAGGGCAGAAGAGAGAUAG
**Batch 2**	
C1	CAGGGAAAACACGAAGGAGCAGAGGUUU
C2	UAAAGCAAACAAGAACAAGGCCGAUGGG
C3	UUGACGAAACCGAGACCCCCCAGUAAC
C4	UGUUAGACGCAAGGAAAACACGAGACAC
D1	CAAGACAAGAACAGCCGGGACAAAUAAG
D2	AAACAGACGACCGCAGGACCCAAGCGUG
D3	ACAAAGAGACCCCGCAGAGCCCACAGAG
D4	CCUUCACAGAGAGGGGAAGGGAACGUUCC

Table S2 - Mapping Statistics

**sample**	**seq_depth**	**unique_reads**	**spikein_reads**	**rRNA_reads**
C193T	50382005	2016717	31190	40308561
C193U	85058780	3193118	49737	69150869
C204T	57025679	3010568	18164	46414163
C204U	78143644	3544299	21620	63399018
C505T	48459128	2199813	7519	39707227
C505U	98746922	4167985	14694	80827933
E193T	51904657	744639	4935	44043792
E193U	136927240	1799231	12670	116181233
E204T	90395514	1248240	98469	77373538
E204U	87479545	1141768	90511	74942324
E505T	41650935	649571	17792	35208261
E505U	47206608	702012	18485	40547952
**Total**	**873380657**	**24417961**	**385786**	**728104871**
**average**	**72781721**	**2034830**	**32149**	**60675406**

Table S3 - Mapped Proportions

**sample**	**<u>rts_percent</u>**	**<u>kept_percent</u>**	**<u>percent_mapped</u>**	**<u>proportion_uniq</u>**
C193-MT	83.31%	16.69%	56.62%	57.36%
C193-MU	84.14%	15.86%	56.82%	56.42%
C204-MT	83.65%	16.35%	66.21%	60.92%
C204-MU	84.60%	15.40%	64.43%	59.06%
C505-MT	84.37%	15.63%	61.69%	59.79%
C505-MU	84.39%	15.61%	60.15%	57.89%
E193-MT	87.48%	12.52%	48.35%	42.04%
E193-MU	87.44%	12.56%	46.34%	42.75%
E204-MT	87.41%	12.59%	52.84%	37.87%
E204-MU	87.34%	12.66%	53.51%	36.52%
E505-MT	86.90%	13.10%	47.24%	43.64%
E505-MU	88.06%	11.94%	50.30%	41.40%

* rts_percent: percentage of reads mapped to either rRNA, tRNA, or snoRNA. kept_percent: percentage of reads kept for mapping to the genome (i.e. 1-rts_percent). percent_mapped: percentage of kept reads aligned to the genome. proportion_uniq: percentage of mapped reads that were mapped uniquely.

How the deposited data were processed for this re-analysis (not part of the article)

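Ribosome footprints were measured in 3 lymphoblastoid cell lines, GM18505, GM19193 and GM19204, each with a control culture and a culture treated with 134 µM sodium arsenite for 30 min. Each of the 6 samples was sequenced in 2 libraries, T and U, which are technical replicates of each other, and received 1 of 3 pools of 16 spike-in oligomers. Conditions, cell lines and pools were taken from the paper and the submitters' sample labels. The cell line is the replicate, so n = 3 per condition.

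The deposited values are whole-number counts of uniquely mapped footprint reads per gene and per oligomer, which the authors made by removing adapters, removing reads of ribosomal, transfer and small nucleolar RNA, mapping to GRCh38 with TopHat2 and counting with featureCounts of Subread. The versions of these tools are not given in the sources used here. The authors kept genes with at least 1 read in every library, 12357 genes, and did not normalize the counts. Reads mapping to several places were lost in this step, which lowers genes with near-identical copies, such as ribosomal proteins, histones and the RN7SL family. Counts in genes had a median of 3052974 per control library and 918035 per arsenite library, and a gene had a median of 48 counts per library, so that counting error is 1 limit on the precision of low genes. Gene symbols, classes and positions came from GENCODE release 44 on GRCh38; 12020 identifiers had a symbol and 12343 (99.9%) an annotation.

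Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 on the counts of T and U summed per sample, with treatment and cell line in the model, two-sided, and Benjamini-Hochberg adjustment over all genes at 0.05. Library sizes were replaced by a spike-in scale from the 7 oligomers with at least 10 reads in every library. The paper's own tests were repeated with limma 3.58.1 on log2 counts with a pseudocount of 0.25, for counts without normalization, with TMM and with RUVg at k = 3. RUVg was written out from its published description, since RUVSeq was not used here. The control rows were matched between pools by nominal concentration. DESeq2 1.42.0 was an alternative. Null comparisons of oligomers were called at an unadjusted p of 0.1, and the relaxed FDR was 0.2. Subsampling drew 8 control rows in each of 10 iterations. Free energies came from RNAfold 2.7.2, and figures from matplotlib 3.10.9 with Python 3.11.15 and NumPy 2.4.6. Permutation tests were exact where a group had under 10 values, and otherwise used 100000 resamples.

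Before the data were examined, 23 gene lists, the settings and the rule for named genes were fixed. The rule names the genes of the paper (EIF2S1 and ACTB), every mRNA of the list with upstream reading frames, the 3 members with the smallest p of every other list, and the 10 largest rises and 10 largest falls with an adjusted p under 0.05, the same sign in 3 cell lines, a mean count of at least 20 and a symbol. List tests used camera with a preset correlation of 0.01, and fry. The alternatives were other scalings, T or U libraries alone, 12 separate libraries, no block for the cell line, each cell line left out, filters on mean counts of 10 and 50, other pseudocounts, other numbers of factors and other ways to match control rows. Samples pair by cell line, since both cultures of a pair come from the same cell line, and the deviations of both cultures from their group means correlated in every pair.

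The edgeR and limma tests, the list test by camera, the test of cell line differences and the spike-in regressions were tested on simulated counts with 12357 genes, and the other steps were not. In edgeR without a shift of all genes, 88% of genes with a log2 fold change of 2 and 76% with −2 were recovered, against 14% and 10% at 1 and −1 (50 genes each), with 4 other genes called. With all genes shifted, 95.5% of the 12157 other genes were recovered. Both edgeR simulations took the library sizes as known and equal, so the error of the spike-in scale was not part of them. For limma with all genes shifted, on the 10551 genes kept, 99.0% were recovered without normalization, 2.76% with TMM and 99.0% with RUVg, and of 48 null oligomer comparisons 3, 44 and 2 were called. The list test called the shifted list and none of 20 others. The test of cell line differences recovered 168 of 200 genes with 4 others called. The blots and the loess interval of the paper were not analysed here. Some genes that the rule names are not reported here.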

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

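The tests of ribosomal RNA sequence among the genes that rose and of an error of the spike-in scale were chosen after the results were seen. Outlying samples were not tested for, since each group holds 3 cell lines.

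With 1 culture per cell line and condition, it could not be tested whether the arsenite effect differed between cell lines. edgeR's test of the interaction over the 12 libraries, whose spread is only that between T and U libraries of a culture, called 5340 genes, 68 of the 92 named genes among them, and 669 with TMM, of which 526 were shared.

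Genes that rose on the spike-in scale, 138 in edgeR's test, are not discussed in the paper. Of these genes, 15.9% held a 20-base word of 18S, 28S, 5.8S or 5S RNA, against 5.27% of all genes. Reads were mapped with mismatches allowed, so a search for exact words can miss genes that take ribosomal RNA reads. RNA5SP115, annotated as a pseudogene of ribosomal RNA and chosen after its values were seen, rose (1.72) and held no such word. Ribosomal RNA reads thus stay open as a source for the rises with and without a word. The rises had lower counts than other genes (median 22.5 against 48), and 29.7% of them had a mean count of at least 50, so low counts stay open for the rest. Although 83.3% lay above 0 in each cell line, 54, 92 and 72 of the 138 were called without GM18505, GM19193 and GM19204, and some rest on GM19193, as CTF1, chosen after its values were seen (6.81 against −1.10 and −0.32). A change in translation may underlie part of the rises, which was not tested.

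RNAs that cytosolic ribosomes do not translate took a larger share of the counts under arsenite. ENSG00000286171, which overlaps RNY5, took 11.6% of the gene counts under arsenite and 3.33% in control, and MT-RNR2 7.99% and 3.68%. On the spike-in scale their log2 fold changes were 0.10 and −0.56, and neither passed edgeR's test. Of 347 genes for structural, micro and mitochondrial RNA, the median log2 fold change was −0.06 against −1.91 for coding genes. The difference in medians was at least 1.60 in each cell line, which no scale can alter, so it does not test an error of the spike-in scale in the levels themselves, and against coding genes of the same mean count it was 1.54, which argues against low counts as its cause. Fragments of structural RNA that are not ribosome footprints are a candidate explanation, as all 6 classes kept a median of at least −0.46.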

How the results depend on the processing

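All settings here were chosen before the data were examined. Of the alternative values for the main results 96 stayed within the limits and 25 moved, and for 82 single genes 1010 kept direction and call, 111 lost the call (most under the spike-in total count), 48 gained one and 36 reversed. The fall of most genes held in edgeR's and limma's tests under every setting but TMM, DESeq2's size factors, the spike-in total count, RUVg without GM19204 (5267 fell) and RUVg with 5 factors (3602 fell). Without the block for pairs of cultures, 8500 genes were called by edgeR, 8960, 6259 and 9543 by limma without normalization, with TMM and with RUVg. That setting ended the calls of IFRD1, MT1X, MT2A, SLC30A1, NEAT1 and MIR15A and of no other of the 82. T libraries alone ended those of COL1A2, ATF4, IFRD1, NEAT1, MIR15A and MIR33A, U libraries alone that of IFRD1, and no scaling those of PPP1R15B, ATF4, IFRD1, SLC30A1, NEAT1 and MIR33A. Low counts limit IFRD1, MT1X and MIR15A.

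TMM and DESeq2's size factors assume that most genes do not change, which moves all genes up and turned these values: PPP1R15B 0.82 and 0.82, ATF5 1.79 and 1.79, SLC35A4 0.64 and 0.64, SLC30A1 0.82 and 0.81, MT-ND3 1.12 and 1.12, MT-ND1 1.17 and 1.17, MT-CO2 1.28 and 1.28, CD28 0.44 and 0.44, MIR15A 0.37 and 0.37, MIR33A 0.77 and 0.78, MT-RNR2 1.26 and 1.26, RPLP1 1.72 and 1.72, UQCR11 1.67 and 1.69, ATF3 1.23 and 1.23, CEBPB 1.71 and 1.71, FTH1 1.07 and 1.07, EIF4A2 1.14 and 1.14, and EIF3J 1.22 and 1.21. DESeq2 called 5516 genes. The spike-in total count, which varied with the pool, called 0 genes in edgeR, with 0 at an unadjusted p under 0.05. Among genes with a mean count of at least 50, 5599 were called, where fewer were tested.

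For the other values that moved, the cause was not tested unless given. The lists called were 0 with an estimated correlation. The global shift with TMM was −0.16 for genes with a mean count of at least 10. With oligomers of at least 10 reads, the slopes in a cell line were 0.947 without normalization and 0.949 with TMM, the intercepts 0.057, 1.82 and 0.040 (without normalization, TMM, RUVg), and the slope between pools 0.963. A pseudocount of 1 gave slopes of 0.778 with TMM and 0.852 with RUVg. Control rows by oligomer identity, which take designed differences as unwanted, gave a slope of 0.0029, 0.0069 over subsampling, and an R squared of 0.532. Correlations per oligomer were 0.873 for linear and 0.978 for scaled counts. The first component held 46.5% with TMM and 79.6% with RUVg, and TMM left 669 genes called in the test between cell lines. Without 1 cell line, RUVg called 5848 to 7953 genes, and the intercept was −0.22 to 0.090 without normalization and 1.49 to 1.85 with TMM.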

Differences from the paper's values

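The first 3 principal components held 73.4%, 8.28% and 5.07% of the variance, against the paper's 31.9%, 13.5% and 11.6%. With TMM log2 values, an alternative set before the data were examined, the values were 46.5%, 16.0% and 11.9%, within the limits set for a difference, and with RUVg log2 values (79.6%, 8.01% and 4.52%) they were not. These limits are wide, and the first component with TMM, at 46.5%, still lay above the paper's 31.9%. The lower quartile of the coefficient of variation over subsampling was 15.2%, against the paper's 10%, and no alternative was set for it.

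The paper states that this coefficient decreases with quantification level; here its rank correlation with mean count was 0.264. The paper states an effect of the manufacturing batch on the oligomers, and the exact permutation test over 16 oligomers gave p = 0.2, while a model with each library's value as a replicate called it. The paper names A2 as the oligomer with the highest free energy, a value of 0 that it shares here with 5 others, A3, B1, C3, D1 and D3.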

Other observations

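The rank correlations with fewer properties held fixed were chosen after the results were seen.

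Coding genes with upstream AUG codons in their annotated 5′ UTR fell less than those without. The median log2 fold change was −2.10 for 6434 genes with none, −1.76 for 2116 with 1 and −1.47 for 2304 with 2 or more; with TMM the medians were −0.29, 0.05 and 0.35. The smallest step between these groups in any cell line was 0.29, which restates the pattern and does not test whether translation of such mRNAs was kept; all 3 groups had medians below 0 and 1.39% of the last group rose. The rank correlation over 10854 genes was 0.29, 0.213 with mean count held fixed, 0.171 with mean count and coding length, and 0.089 with 5′ UTR length as well, on which the number of upstream AUGs itself depends, so the part of each cannot be separated. With 5′ UTR length alone held fixed it was 0.153, and 5′ UTR length had 0.091 with the number of upstream AUGs held fixed. With mean count and both lengths held fixed, the smallest value over cell lines was 0.0709, against a limit of 0.05 set for counts and lengths being the whole of it. Genes are not independent replicates, and a change in mRNA level may contribute, which was not tested. Footprints on upstream frames and on the coding sequence were counted together.

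Splitting the 6 samples into 3 and 3 in 10 ways, 1 of 10 splits, the real one, called as many genes in each test, and 10 splits are too few for a share under 0.05. The real split called 9300 genes in edgeR's test, 9526 in limma's without normalization, 7418 with TMM and 9912 with RUVg. The highest of the others was 0 in edgeR's test, 6080 without normalization, 47 with TMM and 0 with RUVg. The real split parts 3 pairs; among the other splits that do, the highest were 0, 0, 1 and 0.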
